# Body temperature-dependent microRNA expression analysis in rats: *rno-miR-374-5p* regulates apoptosis in skeletal muscle cells via *Mex3B* under hypothermia

**DOI:** 10.1038/s41598-020-71931-w

**Published:** 2020-09-22

**Authors:** Takahiro Umehara, Shinichiro Kagawa, Aiko Tomida, Takehiko Murase, Yuki Abe, Keita Shingu, Kazuya Ikematsu

**Keywords:** Diagnostic markers, miRNAs

## Abstract

Forensic diagnosis of fatal hypothermia is considered difficult because there are no specific findings. Accordingly, exploration of novel fatal hypothermia-specific findings is important. To elucidate the molecular mechanism of homeostasis in hypothermia and identify novel molecular markers to inform the diagnosis of fatal hypothermia, we focused on microRNA expression in skeletal muscle, which plays a role in cold-induced thermogenesis in mammals. We generated rat models of mild, moderate, and severe hypothermia, and performed body temperature-dependent microRNA expression analysis of the iliopsoas muscle using microarray and quantitative real-time PCR (qRT-PCR). The results show that *rno*-*miR-374-5p* expression was significantly induced only by severe hypothermia. Luciferase reporter assay and qRT-PCR results indicated that *Mex3B* expression was regulated by *rno-miR-374-5p* and decreased with decreasing body temperature. Gene ontology analysis indicated the involvement of *Mex3B* in positive regulation of GTPase activity. siRNA analysis showed that *Mex3B* directly or indirectly regulated *Kras* expression in vitro*,* and significantly changed the expression of apoptosis-related genes and proteins. Collectively, these results indicate that *rno-miR-374-5p* was activated by a decrease in body temperature, whereby it contributed to cell survival by suppressing *Mex3B* and activating or inactivating *Kras*. Thus, *rno-miR-374-5p* is a potential supporting marker for the diagnosis of fatal hypothermia.

## Introduction

Diagnosis of fatal hypothermia is carried out based on a combination of several common findings, such as the difference in colour between blood from the right and left ventricles, Wischnewski’s spot, haemorrhage of iliopsoas muscle and so on, which are often observed in corpses exposed to cold^1–4^. However, these findings are also observed in other pathologies such as carbon monoxide poisoning, hydrocyanic acid poisoning, and stress^5–7^. In addition, it is possible that the above findings may be recognised when cold exposure and another cause of death compete, further complicating diagnosis. Accordingly, a specific diagnostic marker is necessary for accurate diagnosis of fatal hypothermia.

Various studies using biochemical, pathological, morphological, and molecular biological approaches in the adrenal gland^8^, pituitary gland^9–11^, kidney^12^, and serum^13,14^ have been performed to identify diagnostic markers of fatal hypothermia. We previously reported supporting markers for diagnostic of fatal hypothermia utilising mRNA of hypothalamus^15^ and iliopsoas muscle^16^. Importantly, as corpses are often found after a postmortem interval, examinations often do not represent the state at the time of death. Thus, when studying forensic samples, it is important to consider the effects of postmortem interval. mRNA is structurally unstable, and mRNA isolated from forensic samples is often degraded as a result of the postmortem interval. However, it has been reported that even highly degraded RNA can yield molecular information in postmortem tissues^17^, but with limitations. Although mRNA is relatively stable in a cold environment, a molecular marker that can withstand the postmortem interval is required. Recently, microRNA (miRNA) has been proposed as a molecule that can withstand the postmortem interval^18–20^. Therefore, we focused on body temperature-dependent miRNA expression in the iliopsoas muscle, which plays an important role in maintaining mammalian body temperature in a cold environment^21,22^. In this study, we used the hypothermic rat model we previously reported^16^, and performed body temperature-dependent miRNA expression analysis of the iliopsoas muscle using microarray.

The aim of this study was to elucidate the molecular mechanism in iliopsoas muscle during the course of fatal hypothermia, and identify useful molecular markers for the diagnosis of fatal hypothermia.

## Results

### Seventeen miRNAs were upregulated by severe hypothermia

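The miRNAs of the iliopsoas muscle were measured on 12 single-colour arrays, with 3 samples in each of the control, mild, moderate and severe hypothermia groups. The sample labels give a body temperature of 37 °C for control, 30 °C for mild, 22 °C for moderate and 12 °C for severe hypothermia. On each array, 758 rat miRNAs were measured by 1806 probes, which are short DNA strands that bind labelled miRNA, and each miRNA had 16 spots. The authors deposited the output of the scanner software, in which the intensity of each spot is given on a linear scale after background subtraction, without normalization between arrays. They also deposited 1 total signal per miRNA and array, calculated by the same software, in which an undetected miRNA was set to 0.1. For the values given with the results, the intensities of the unflagged spots of each probe were averaged and the probes of each miRNA were summed. Each array was divided by the 75th percentile of its miRNAs that were detected on all 12 arrays, values below a common floor of -5.90 on the log2 scale were set to that floor, and the log2 was taken. The divisors had a median of 403 in control, 456 in mild, 506 in moderate and 505 in severe hypothermia. A miRNA was counted as detected where at least 1 of its probes was well above background on more than 0.5 of its spots. By this measure, 234 to 252 of the 758 miRNAs were detected on the control arrays, 238 to 258 on the mild, 256 to 271 on the moderate and 257 to 262 on the severe arrays. The 258 miRNAs detected on all 3 arrays of at least 1 group were tested with limma over all 12 arrays, with Benjamini-Hochberg adjustment. With 3 arrays per group, the standard error of a log2 difference between groups had a median of 0.17, and the number of arrays limits the precision.
The arrays lay on 2 slides, which were scanned separately. Slide 1 held the 3 control arrays, the 3 mild arrays and 2 moderate arrays (moderate 1 and 2), and slide 2 held 1 moderate array (moderate 3) and the 3 severe arrays. Severe hypothermia therefore shared no slide with control or mild hypothermia, and moderate hypothermia alone was measured on both slides. The arrays also carried probes for control RNAs, which are not among the 758 rat miRNAs. For the control RNA dmr_3, the signal of a probe of 16 nucleotides over that of a probe of 17 nucleotides was 0.697 to 0.711 on the 8 arrays of slide 1 and 0.784 to 0.807 on the 4 arrays of slide 2, with moderate 3 at 0.791.

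**Figure D1:**
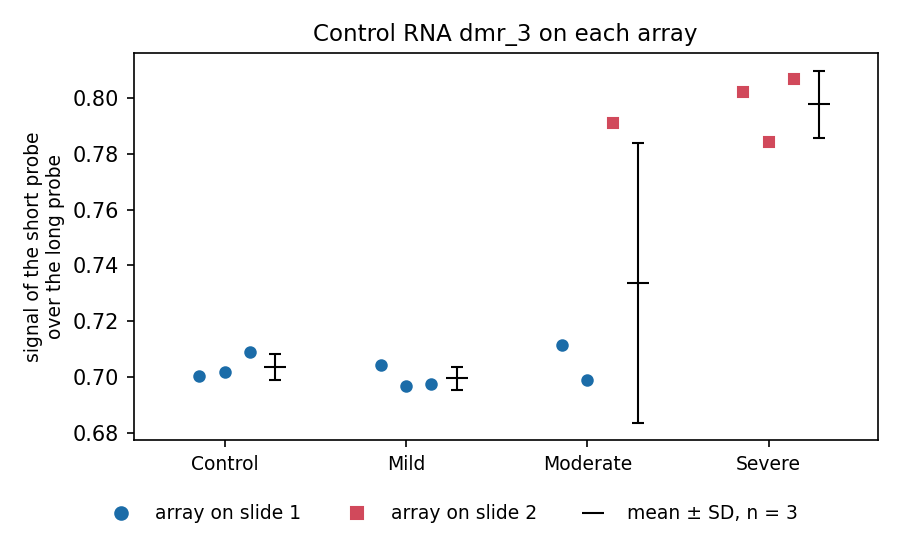
Signal of the short probe over that of the long probe of the control RNA dmr_3 (vertical axis, no unit) on each of the 12 arrays, by group (horizontal axis), with circles for slide 1, squares for slide 2 and the mean ± SD of each group beside them. The 4 arrays of slide 2 sit between 0.784 and 0.807, above the 8 arrays of slide 1.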

We performed a moderated *t* test (cut-off < 0.05) and Storey with bootstrapping for microarray data using GeneSpring. 

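Of the 258 miRNAs tested, 7 were higher and 1 was lower in severe hypothermia than in control at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 38 were higher and 33 lower at an unadjusted p under 0.05. The correction that the paper names is Storey's, which is less strict. Storey q-values on a fit of only the 2 groups compared called 15 of the 17 miRNAs of Table 1, rno-miR-190a-5p and rno-miR-374-5p among them. All 3 severe arrays lay above all 3 control arrays for 52 miRNAs and below them for 51, where chance gives 10% of the 258 for both directions together. Between severe and mild hypothermia, 17 miRNAs passed the adjusted threshold, 14 higher and 3 lower in severe hypothermia. No miRNA (0) passed it between severe and moderate hypothermia, between moderate hypothermia and control, or between mild hypothermia and control, where 27, 15 and 5 miRNAs, respectively, had an unadjusted p under 0.05 by limma. The number of miRNAs that passed against control and whose mean in severe hypothermia was more than 2 times that of each other group was 0. By the fold alone, without a test, there were 2 such miRNAs, rno-miR-190a-5p and rno-miR-6215. The number of miRNAs at less than 0.5 times each other group was 0 by either rule.
The comparison with control was then repeated with the slide as a fixed block, in which the difference between the slides is estimated from moderate 3 against moderate 1 and 2. No miRNA (0) then passed the adjusted threshold in any comparison, and 12 had an unadjusted p under 0.05 between severe hypothermia and control. When moderate 3 was left out of the fit without the block, 28 miRNAs were higher and 8 lower in severe hypothermia than in control, and 26 differed between severe and moderate hypothermia. When any 1 control array, mild 1, mild 3, severe 1 or severe 3 was left out, 0 miRNAs were higher than in control, and without severe 2 there was 1. The scaling between arrays moved the counts and their balance, with 65 miRNAs higher and 0 lower without scaling, and 14 higher and 28 lower with the 75th percentile over all miRNAs.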

Microarray analysis showed that in the severe hypothermia group, expression levels of 17 miRNAs were more than doubled compared with control, mild, and moderate hypothermia groups (Fig. 1A, Table 1); whereas, levels of eight miRNAs in the severe hypothermia group were decreased to less than half compared with the other groups (Supplementary Table 1). Here, we focused on upregulated miRNAs. We predicted the mRNAs targeted by the 17 upregulated miRNAs using GeneSpring. Consequently, more than 100 mRNAs were extracted as target gene candidates (partial results are shown in Table 2). We focused on four miRNAs (*rno-miR-126a-5p, rno-miR-145-5p, rno-miR-190a-5p*, and *rno-miR-374-5p*) because the 100 target mRNAs were shown to be primarily controlled by these four miRNAs.

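On the arrays, the log2 scaled signal of rno-miR-126a-5p was -2.99 ± 0.06 (SD, n = 3) in control, -2.71 ± 0.21 in mild, -2.60 ± 0.54 in moderate and -1.85 ± 0.26 in severe hypothermia. The difference between severe hypothermia and control was 1.14 (standard error 0.24, adjusted p = 0.036 by limma). Severe exceeded moderate hypothermia by 0.76, with an adjusted p of 0.27 by limma. With the slide as a block, the difference from control was 0.39 (standard error 0.34, adjusted p = 1 by limma). This miRNA was measured by 1 probe, CGCGTACCAAAAGTAATAATG, of 21 nucleotides. For rno-miR-145-5p the signal was -3.16 ± 0.04 in control, -3.14 ± 0.05 in mild, -2.90 ± 0.44 in moderate and -2.31 ± 0.08 in severe hypothermia. It differed between severe hypothermia and control by 0.85 (standard error 0.18, adjusted p = 0.036 by limma) and between severe and moderate hypothermia by 0.59 (adjusted p = 0.27), and the first of these was 0.27 with the slide as a block (standard error 0.24). Both calls were lost, with adjusted p by limma between 0.053 and 0.14, when any 1 control array, severe array, mild 1 or mild 3 was left out.
The spread within moderate hypothermia was wider for rno-miR-190a-5p, at -4.08 ± 1.17 (SD, n = 3), than in control (-4.60 ± 0.13), mild (-4.80 ± 0.26) or severe hypothermia (-2.87 ± 0.21). In severe hypothermia this miRNA stood 1.73 above control (standard error 0.45, adjusted p = 0.058 by limma), 1.93 above mild (adjusted p = 0.034) and 1.21 above moderate hypothermia (adjusted p = 0.36). Moderate 3 had a value of -2.74, within the severe arrays' -3.11 to -2.70, whereas moderate 1 and 2 had -4.68 and -4.83. With the slide as a block, the difference between severe hypothermia and control changed its direction, to -0.29 (standard error 0.28). The probe ACCTAATATATCAAACATATCA, of 22 nucleotides, is the longest for this miRNA.
The signal of rno-miR-374-5p lay at -4.95 ± 0.34 in control, where it was detected on 2 of the 3 arrays, -4.80 ± 0.15 in mild, -4.56 ± 0.50 in moderate and -4.23 ± 0.03 in severe hypothermia. The increase from control to severe hypothermia was 0.71 (standard error 0.23, adjusted p = 0.090 by limma), or 1.64-fold, and that from moderate to severe hypothermia was 0.33 (adjusted p = 0.75). Moderate 3, at -4.00, was brighter than every severe array, and with the slide as a block the difference from control was -0.12 (standard error 0.29). Without the block, it was 0.086 when the log2 values of its 4 probes were averaged in place of summing their signals. After normexp background correction it was -0.13. That setting adds 50 units to each probe, above the summed signal of 13.6 in control and 26.8 in severe hypothermia. The sign under normexp therefore cannot decide the direction. When control 1 was left out, the increase was 0.52. Its longest probe is CACTTAGCAGGTTGTAT, of 17 nucleotides. For each of the 4 miRNAs, all 3 severe arrays were above all 3 control arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). From the predicted targets, the paper went on to these 4 miRNAs by qRT-PCR and then to the place of rno-miR-374-5p in the tissue by in situ hybridization. By qRT-PCR, which uses no array slide, it reports a significant rise of rno-miR-190a-5p and rno-miR-374-5p in severe hypothermia alone. For rno-miR-126a-5p and rno-miR-145-5p, which were the ones called here, it reports no significant change. Those measurements were not analysed here.

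**Figure D2:**
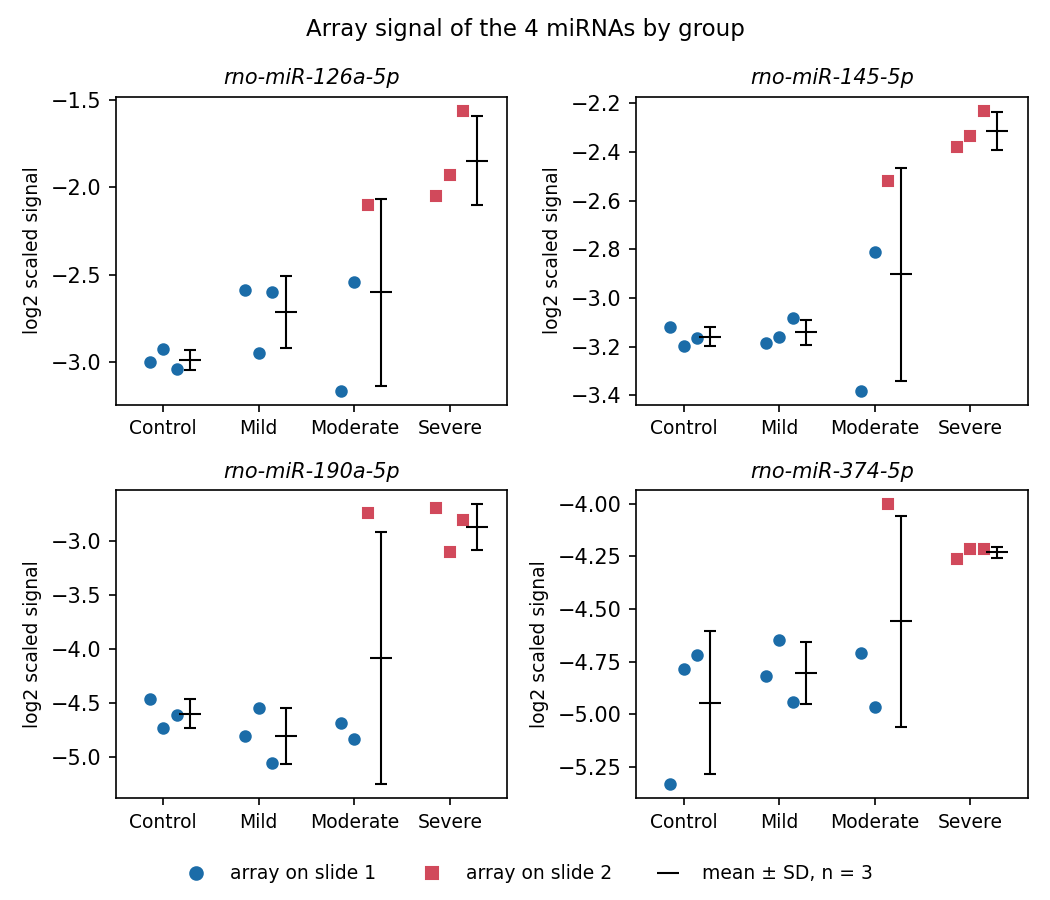
Log2 scaled signal (vertical axes) of the 4 miRNAs on each of the 12 arrays by group (horizontal axes), with circles for slide 1, squares for slide 2 and the mean ± SD of the 3 arrays of each group beside them. For rno-miR-190a-5p and rno-miR-374-5p, moderate 3, on slide 2, sits at -2.74 and -4.00, far above moderate 1 and 2 on slide 1.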

**Figure 1:**
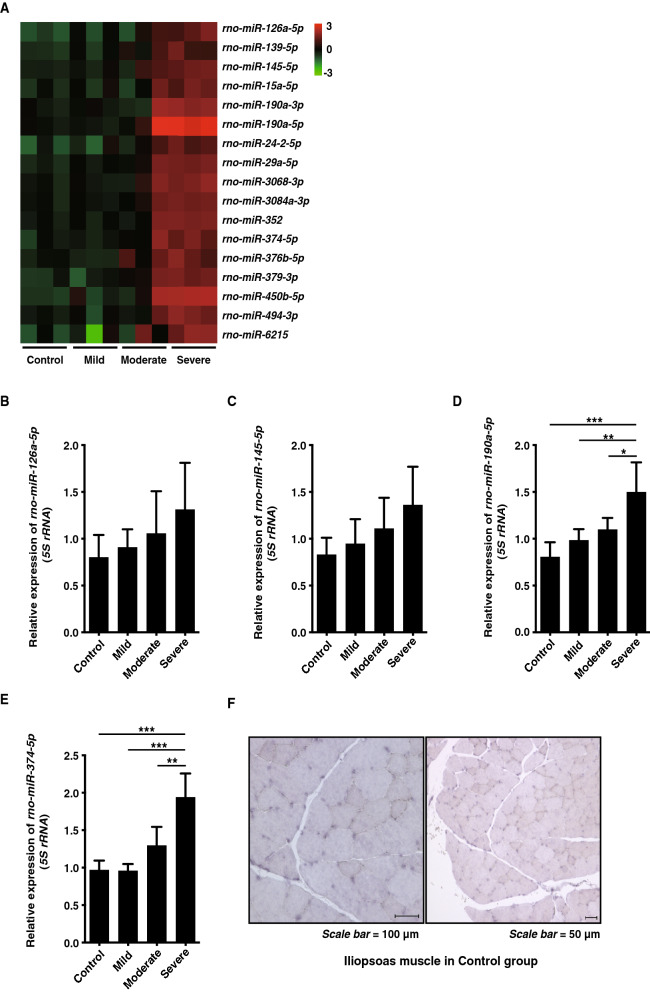
(**A**) Microarray analysis. A total of 17 miRNAs exhibited double the level of expression in severe hypothermia compared with the other groups. (**B**, **C**) Relative expression of *rno-miR-126a-5p* and -*miR-145-5p* in iliopsoas muscle. Both miRNAs were upregulated by a decrease in body temperature, but not significantly changed. (**D**, **E**) Relative expression of *rno-miR-190a-5p* and *rno-miR-374-5p* in iliopsoas muscle. Both miRNAs were significantly upregulated only by severe hypothermia. (**F**) In situ hybridisation showing localization of *rno-miR-374-5p* in iliopsoas muscle cells. Scale bar = 100 µm and 50 µm. Graphs show mean ± SD (n = 4–6). The statistical significance of differences between means was assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001.

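All 17 miRNAs of Table 1 were among the 258 tested, and 14 of them were detected on all 12 arrays. Their mean in severe hypothermia was higher than in control for 17 of 17, with a median log2 difference of 0.85 and a range of 0.38 to 1.73. The deposited values, which are not scaled between arrays, gave 17 of 17 over 2-fold against control, 15 against mild hypothermia, 4 against moderate hypothermia and 4 against all 3. Without scaling of the signals used here, 14 passed 2-fold over control. As scaled here, the increase passed 2-fold over control for 5 of the 17, over mild hypothermia for 5, over moderate hypothermia for 2 and over all 3 groups for 2. An adjusted p under 0.05 against control (limma) was reached by 4, rno-miR-126a-5p, rno-miR-145-5p, rno-miR-24-2-5p and rno-miR-450b-5p, and by 15 when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The largest log2 differences after that of rno-miR-190a-5p were 1.38 for rno-miR-450b-5p (standard error 0.27, adjusted p = 0.036 by limma) and 1.30 for rno-miR-6215 (standard error 0.36, adjusted p = 0.058). For 16 of the 17 miRNAs, all 3 severe arrays were above all 3 control arrays, the exception being rno-miR-376b-5p. After normexp background correction, the difference from control was negative for rno-miR-139-5p, rno-miR-190a-3p, rno-miR-29a-5p, rno-miR-3068-3p, rno-miR-3084a-3p, rno-miR-374-5p, rno-miR-376b-5p and rno-miR-379-3p. These differences ran from -0.17 to -0.038, and the other miRNAs of the list stayed above control. That setting adds 50 units to each probe. The miRNAs with a negative difference had a summed signal of at most 39.8 units in severe hypothermia (rno-miR-29a-5p). Their negative signs therefore decide nothing.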

**Table 1:** Microarray fold-change analysis.

Symbol	Fold change (ctrl vs severe)	Regulation	Mirbase accession no.
*rno-miR-126a-5p*	2.8	Up	MIMAT0000831
*rno-miR-139-5p*	2.1	Up	MIMAT0000845
*rno-miR-145-5p*	2.3	Up	MIMAT0000851
*rno-miR-15a-5p*	2.3	Up	MIMAT0035728
*rno-miR-190a-3p*	2.7	Up	MIMAT0017145
*rno-miR-190a-5p*	5.4	Up	MIMAT0000865
*rno-miR-24–2-5p*	2.5	Up	MIMAT0005441
*rno-miR-29a-5p*	2.5	Up	MIMAT0004718
*rno-miR-3068-3p*	2.5	Up	MIMAT0024846
*rno-miR-3084a-3p*	2.3	Up	MIMAT0035740
*rno-miR-352*	2.4	Up	MIMAT0000610
*rno-miR-374-5p*	2.3	Up	MIMAT0003208
*rno-miR-376b-5p*	2.1	Up	MIMAT0003195
*rno-miR-379-3p*	2.6	Up	MIMAT0004791
*rno-miR-450b-5p*	4.4	Up	MIMAT0035746
*rno-miR-494-3p*	2.4	Up	MIMAT0003193
*rno-miR-6215*	3.1	Up	MIMAT0024854

Expression levels of 17 mirnas were more than doubled in severe hypothermia compared with control (Ctrl), mild, and moderate hypothermia.

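Over the 17 miRNAs, the median log2 difference of severe from moderate hypothermia was 0.63. The arrays of moderate hypothermia differed by slide. Severe hypothermia exceeded moderate 1 and 2, on slide 1, by a median of 0.86 (range 0.26 to 1.88), and its median difference from moderate 3, on its own slide, was -0.01 (range -0.23 to 1.21). Moderate 3 was above all 8 arrays of slide 1 for 15 of the 17 miRNAs and within the range of the 3 severe arrays for 10. The exceptions to the first were rno-miR-376b-5p, with -4.04 on moderate 3 and -4.03 on moderate 1, and rno-miR-6215, which stood 1.21 higher in severe hypothermia than on moderate 3. With the slide as a block in limma, the median difference of severe hypothermia from control over the list was 0.02, 0 of the 17 miRNAs passed the adjusted threshold and 2 had an unadjusted p under 0.05. These 2 went in opposite directions, with -0.73 for rno-miR-190a-3p (standard error 0.30) and 1.59 for rno-miR-6215 (standard error 0.67).

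**Figure D3:**
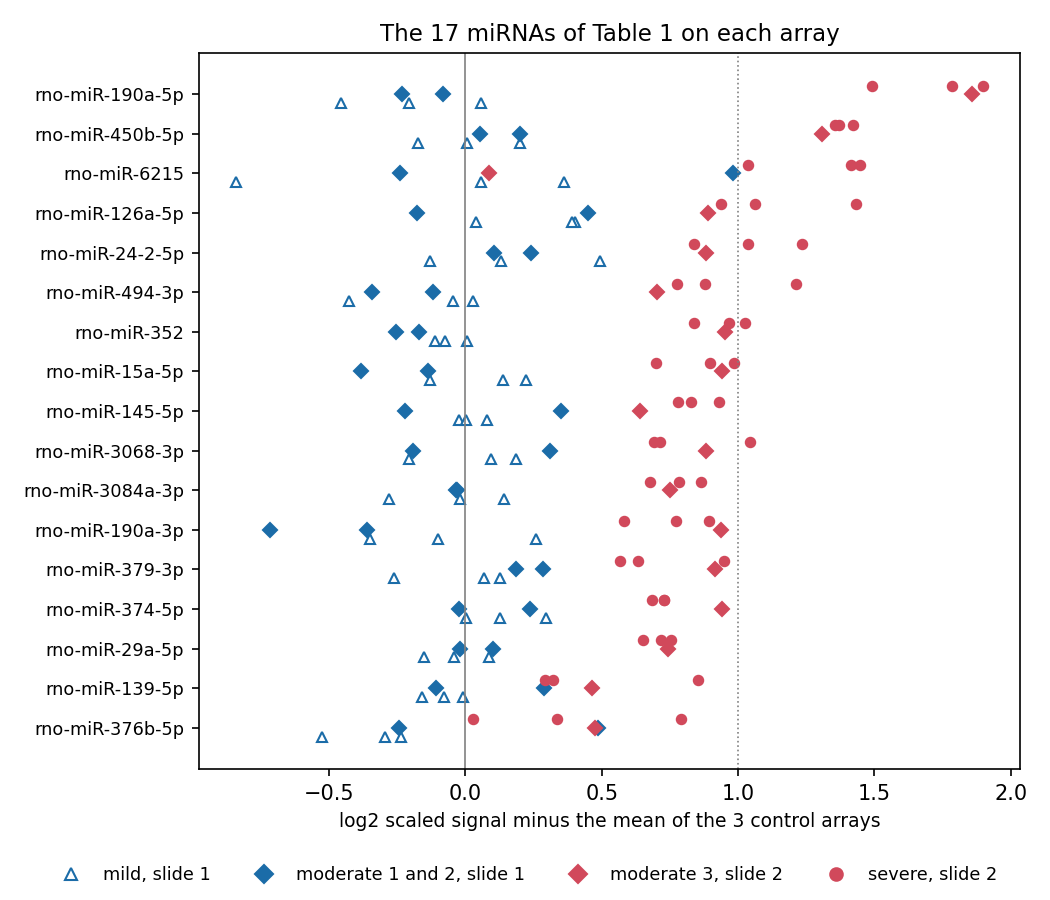
Log2 scaled signal of each miRNA of Table 1 minus the mean of the 3 control arrays (horizontal axis) on the 9 arrays of mild (open triangles), moderate (diamonds) and severe hypothermia (circles), with slide 1 in blue and slide 2 in red and a dotted line at 2-fold. Moderate 3 sits with the severe arrays for most miRNAs, and above all 8 arrays of slide 1 for 15 of the 17.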

**Table 2:** Predicted target genes of the four examined miRNAs.

GeneID	Mirbase accession no.	p-value	Symbol	Description	GO_ID
303,637	MIMAT0003208	0.02657807	Abca8	ATP binding cassette subfamily A member 8	GO:0,055,085|GO:0,043,231|GO:0,042,626|GO:0,016,021|GO:0,008,150|GO:0,006,869|GO:0,005,743|GO:0,005,575|GO:0,005,524|GO:0,003,674
81,732	MIMAT0003193,MIMAT0000865,MIMAT0000851	0.00707241	Actr3	ARP3 actin related protein 3 homolog	GO:2,000,251|GO:1,905,837|GO:1,905,835|GO:1,904,171|GO:1,903,078|GO:0,090,314|GO:0,071,560|GO:0,071,503|GO:0,071,364|GO:0,071,356|GO:0,071,347|GO:0,071,346|GO:0,061,851|GO:0,061,843|GO:0,061,832|GO:0,061,831|GO:0,061,830|GO:0,061,828|GO:0,061,825|GO:0,061,003|GO:0,060,271|GO:0,060,076|GO:0,051,965|GO:0,051,653|GO:0,051,491|GO:0,051,321|GO:0,051,117|GO:0,051,015|GO:0,050,775|GO:0,048,711|GO:0,048,708|GO:0,048,471|GO:0,045,666|GO:0,043,519|GO:0,035,984|GO:0,034,314|GO:0,033,206|GO:0,032,355|GO:0,032,092|GO:0,031,252|GO:0,030,838|GO:0,030,517|GO:0,030,056|GO:0,030,027|GO:0,016,344|GO:0,010,763|GO:0,010,592|GO:0,008,356|GO:0,007,283|GO:0,007,163|GO:0,005,911|GO:0,005,903|GO:0,005,885|GO:0,005,884|GO:0,005,737|GO:0,005,524|GO:0,005,515|GO:0,005,200|GO:0,003,779|GO:0,002,102|GO:0,001,726|GO:0,000,139
297,388	MIMAT0003208	0.02657807	Bola3	bolA family member 3	GO:0,008,150|GO:0,005,739|GO:0,005,575|GO:0,003,674
289,400	MIMAT0003193,MIMAT0003208,MIMAT0000851	0.0048565	Camsap2	calmodulin regulated spectrin-associated protein family, member 2	GO:1,990,752|GO:1,903,358|GO:0,061,564|GO:0,051,011|GO:0,050,773|GO:0,036,449|GO:0,033,043|GO:0,031,122|GO:0,031,113|GO:0,030,507|GO:0,007,026|GO:0,005,829|GO:0,005,813|GO:0,005,794|GO:0,005,516|GO:0,000,226
493,810	MIMAT0003208,MIMAT0035728	0.02504902	Capza2	capping actin protein of muscle Z-line alpha subunit 2	GO:0,051,016|GO:0,030,863|GO:0,016,020|GO:0,008,290|GO:0,005,903|GO:0,003,779
114,121	MIMAT0003208,MIMAT0000851	0.01217382	Ccnl1	cyclin L1	GO:1,901,409|GO:0,045,944|GO:0,045,737|GO:0,016,607|GO:0,016,538|GO:0,006,396|GO:0,006,351|GO:0,005,634|GO:0,005,515|GO:0,000,307
362,638	MIMAT0003208	0.02657807	Cda	cytidine deaminase	GO:0,071,217|GO:0,051,289|GO:0,046,898|GO:0,045,980|GO:0,042,803|GO:0,042,802|GO:0,030,308|GO:0,009,972|GO:0,008,270|GO:0,005,829|GO:0,004,126|GO:0,001,882
312,974	MIMAT0035728,MIMAT0000865,MIMAT0000845,MIMAT0003208	0.03259601	Chd7	chromodomain helicase DNA binding protein 7	GO:1,990,841|GO:0,060,429|GO:0,060,411|GO:0,060,384|GO:0,060,324|GO:0,060,173|GO:0,060,123|GO:0,060,041|GO:0,060,021|GO:0,050,890|GO:0,050,767|GO:0,048,844|GO:0,048,806|GO:0,048,771|GO:0,048,752|GO:0,045,944|GO:0,043,584|GO:0,043,010|GO:0,042,472|GO:0,042,471|GO:0,042,048|GO:0,040,018|GO:0,036,302|GO:0,035,909|GO:0,035,904|GO:0,035,116|GO:0,030,540|GO:0,030,217|GO:0,021,772|GO:0,021,553|GO:0,021,545|GO:0,016,817|GO:0,010,880|GO:0,008,150|GO:0,008,015|GO:0,007,628|GO:0,007,626|GO:0,007,605|GO:0,007,512|GO:0,007,417|GO:0,006,338|GO:0,005,730|GO:0,005,654|GO:0,005,634|GO:0,005,575|GO:0,005,524|GO:0,003,674|GO:0,003,226|GO:0,003,222|GO:0,003,007|GO:0,001,974|GO:0,001,701|GO:0,001,568|GO:0,001,501|GO:0,000,978
304,073	MIMAT0003208	0.02657807	Cldn14	claudin 14	GO:0,016,021|GO:0,008,150|GO:0,005,923|GO:0,005,886|GO:0,005,575|GO:0,005,198|GO:0,003,674
298,744	MIMAT0035728,MIMAT0003208,MIMAT0000851	0.04974522	Crim1	cysteine rich transmembrane BMP regulator 1	GO:0,030,165|GO:0,016,021|GO:0,010,951|GO:0,005,520|GO:0,004,867|GO:0,001,558
83,824	MIMAT0003193,MIMAT0000865	0.02504902	Cxxc4	CXXC finger protein 4	GO:0,031,410|GO:0,030,178|GO:0,030,165|GO:0,016,055|GO:0,008,270|GO:0,008,150|GO:0,005,829|GO:0,005,737|GO:0,005,634|GO:0,005,575|GO:0,005,515|GO:0,003,677
306,096	MIMAT0035728,MIMAT0003208,MIMAT0000851	0.02949709	Dach1	dachshund family transcription factor 1	GO:2,000,279|GO:0,060,244|GO:0,051,123|GO:0,048,147|GO:0,046,545|GO:0,045,892|GO:0,043,231|GO:0,033,262|GO:0,030,336|GO:0,010,944|GO:0,008,283|GO:0,007,585|GO:0,007,275|GO:0,006,355|GO:0,005,737|GO:0,005,667|GO:0,005,654|GO:0,005,634|GO:0,003,700|GO:0,001,967|GO:0,001,078|GO:0,001,075|GO:0,000,122
315,987	MIMAT0003208	0.02657807	Dcaf1	DDB1 and CUL4 associated factor 1	GO:1,990,245|GO:1,990,244|GO:0,080,008|GO:0,035,212|GO:0,033,151|GO:0,030,331|GO:0,030,183|GO:0,016,567|GO:0,008,180|GO:0,005,634|GO:0,001,650|GO:0,000,122
297,865	MIMAT0003193,MIMAT0035728,MIMAT0003208	0.01500606	Dsel	dermatan sulfate epimerase-like	GO:0,047,757|GO:0,030,205|GO:0,030,204|GO:0,016,021|GO:0,008,146
25,022	MIMAT0003193,MIMAT0003208	0.0302034	Fgfr2	fibroblast growth factor receptor 2	GO:0,090,263|GO:0,071,560|GO:0,071,300|GO:0,070,374|GO:0,070,372|GO:0,070,307|GO:0,061,031|GO:0,060,916|GO:0,060,915|GO:0,060,688|GO:0,060,687|GO:0,060,670|GO:0,060,667|GO:0,060,664|GO:0,060,615|GO:0,060,601|GO:0,060,595|GO:0,060,529|GO:0,060,527|GO:0,060,523|GO:0,060,512|GO:0,060,501|GO:0,060,484|GO:0,060,463|GO:0,060,449|GO:0,060,445|GO:0,060,442|GO:0,060,441|GO:0,060,365|GO:0,060,349|GO:0,060,348|GO:0,060,174|GO:0,060,076|GO:0,060,045|GO:0,055,010|GO:0,051,781|GO:0,051,150|GO:0,050,680|GO:0,050,679|GO:0,050,678|GO:0,050,673|GO:0,048,762|GO:0,048,755|GO:0,048,730|GO:0,048,701|GO:0,048,661|GO:0,048,608|GO:0,048,568|GO:0,048,565|GO:0,048,562|GO:0,048,557|GO:0,048,489|GO:0,048,333|GO:0,048,286|GO:0,046,777|GO:0,045,944|GO:0,045,839|GO:0,045,787|GO:0,045,471|GO:0,045,165|GO:0,044,344|GO:0,043,410|GO:0,043,235|GO:0,043,231|GO:0,043,066|GO:0,042,803|GO:0,042,802|GO:0,042,476|GO:0,042,472|GO:0,042,127|GO:0,042,060|GO:0,040,036|GO:0,040,014|GO:0,035,607|GO:0,035,604|GO:0,035,603|GO:0,035,602|GO:0,035,265|GO:0,035,264|GO:0,033,674|GO:0,032,808|GO:0,032,496|GO:0,031,434|GO:0,031,069|GO:0,031,012|GO:0,030,916|GO:0,030,901|GO:0,030,855|GO:0,030,324|GO:0,030,282|GO:0,030,177|GO:0,030,154|GO:0,022,612|GO:0,021,860|GO:0,021,847|GO:0,021,769|GO:0,018,108|GO:0,017,134|GO:0,016,331|GO:0,010,628|GO:0,010,518|GO:0,010,453|GO:0,009,986|GO:0,009,968|GO:0,009,887|GO:0,009,880|GO:0,009,791|GO:0,008,589|GO:0,008,543|GO:0,008,285|GO:0,008,284|GO:0,007,528|GO:0,007,417|GO:0,007,409|GO:0,007,275|GO:0,007,267|GO:0,005,938|GO:0,005,887|GO:0,005,737|GO:0,005,654|GO:0,005,634|GO:0,005,524|GO:0,005,007|GO:0,004,888|GO:0,004,871|GO:0,004,714|GO:0,004,713|GO:0,004,709|GO:0,003,416|GO:0,003,149|GO:0,003,148|GO:0,002,053|GO:0,001,837|GO:0,001,701|GO:0,001,657|GO:0,001,525|GO:0,000,122
64,845	MIMAT0000865,MIMAT0000851	0.04168744	Gphn	gephyrin	GO:0,099,634|GO:0,099,572|GO:0,098,970|GO:0,098,794|GO:0,097,112|GO:0,072,579|GO:0,061,599|GO:0,061,598|GO:0,060,077|GO:0,055,114|GO:0,051,260|GO:0,046,872|GO:0,045,211|GO:0,045,202|GO:0,045,184|GO:0,043,546|GO:0,043,025|GO:0,042,803|GO:0,032,947|GO:0,032,324|GO:0,031,234|GO:0,030,674|GO:0,030,425|GO:0,030,054|GO:0,018,315|GO:0,015,631|GO:0,010,038|GO:0,008,940|GO:0,007,529|GO:0,007,416|GO:0,006,777|GO:0,006,605|GO:0,005,856|GO:0,005,737|GO:0,005,622|GO:0,005,524|GO:0,005,515|GO:0,005,102
362,736	MIMAT0035728,MIMAT0003208,MIMAT0000851	0.00981946	Hectd1	HECT domain E3 ubiquitin protein ligase 1	GO:1,903,077|GO:0,070,534|GO:0,061,630|GO:0,060,708|GO:0,060,707|GO:0,051,865|GO:0,048,856|GO:0,046,872|GO:0,035,904|GO:0,030,154|GO:0,016,567|GO:0,005,737|GO:0,003,281|GO:0,003,170|GO:0,001,892|GO:0,001,843|GO:0,001,779
24,446	MIMAT0035728,MIMAT0003208,MIMAT0000865	0.01500606	Hgf	hepatocyte growth factor	GO:2,000,573|GO:1,902,947|GO:1,902,042|GO:1,901,299|GO:1,900,744|GO:0,090,201|GO:0,070,572|GO:0,061,138|GO:0,060,665|GO:0,060,326|GO:0,051,450|GO:0,050,918|GO:0,050,731|GO:0,050,728|GO:0,048,012|GO:0,046,982|GO:0,045,766|GO:0,043,154|GO:0,043,066|GO:0,042,802|GO:0,042,056|GO:0,035,729|GO:0,033,137|GO:0,032,733|GO:0,032,715|GO:0,031,643|GO:0,031,100|GO:0,030,335|GO:0,030,212|GO:0,014,068|GO:0,010,469|GO:0,008,284|GO:0,008,283|GO:0,008,083|GO:0,006,508|GO:0,005,615|GO:0,004,252|GO:0,001,934|GO:0,001,889|GO:0,000,902|GO:0,000,187
367,289	MIMAT0003208	0.02657807	Kansl1l	KAT8 regulatory NSL complex subunit 1-like	GO:0,046,972|GO:0,044,545|GO:0,043,996|GO:0,043,995|GO:0,035,035|GO:0,001,047|GO:0,000,123
259,273	MIMAT0000865,MIMAT0035728	0.0302034	Kcnq5	potassium voltage-gated channel subfamily Q member 5	GO:0,071,805|GO:0,030,118|GO:0,016,021|GO:0,008,076|GO:0,006,813|GO:0,005,887|GO:0,005,516|GO:0,005,251|GO:0,005,249
291,965	MIMAT0003208	0.02657807	Kctd19	potassium channel tetramerization domain containing 19	GO:0,051,260
361,029	MIMAT0000845,MIMAT0003208	0.0302034	Ktn1	kinectin 1	GO:0,045,296|GO:0,019,894|GO:0,016,021|GO:0,007,018|GO:0,005,783
300,866	MIMAT0003193,MIMAT0003208	0.02031241	Lca5	LCA5, lebercilin	GO:0,045,494|GO:0,042,073|GO:0,036,064|GO:0,015,031|GO:0,005,930|GO:0,005,929
361,028	MIMAT0003208,MIMAT0035728	0.03575591	Mapk1ip1l	mitogen-activated protein kinase 1 interacting protein 1-like	
308,790	MIMAT0000845,MIMAT0000865,MIMAT0003208	0.03246757	Mex3b	mex-3 RNA binding family member B	GO:0,072,697|GO:0,050,766|GO:0,043,547|GO:0,032,794|GO:0,022,409|GO:0,017,148|GO:0,005,829|GO:0,005,654|GO:0,003,727
361,605	MIMAT0000845,MIMAT0003208	0.02031241	Pcf11	PCF11 cleavage and polyadenylation factor subunit	GO:0,008,150|GO:0,006,379|GO:0,006,378|GO:0,006,369|GO:0,005,849|GO:0,005,739|GO:0,005,737|GO:0,005,654|GO:0,005,575|GO:0,003,729|GO:0,003,674|GO:0,000,993
307,401	MIMAT0003208	0.02657807	Pde6a	phosphodiesterase 6A	GO:0,060,041|GO:0,051,480|GO:0,047,555|GO:0,046,872|GO:0,046,037|GO:0,045,494|GO:0,008,150|GO:0,007,601|GO:0,007,165|GO:0,005,623|GO:0,005,575|GO:0,003,674
245,925	MIMAT0003208,MIMAT0000851	0.00183558	Phrf1	PHD and ring finger domains 1	GO:0,070,063|GO:0,046,872|GO:0,019,904|GO:0,006,397|GO:0,006,366
54,284	MIMAT0003193,MIMAT0003208	0.0302034	Pitx2	paired-like homeodomain 2	GO:2,000,288|GO:0,070,986|GO:0,061,325|GO:0,061,072|GO:0,061,031|GO:0,060,578|GO:0,060,577|GO:0,060,460|GO:0,060,412|GO:0,055,123|GO:0,055,015|GO:0,055,009|GO:0,055,007|GO:0,051,219|GO:0,048,738|GO:0,048,557|GO:0,048,536|GO:0,045,944|GO:0,045,893|GO:0,043,565|GO:0,043,388|GO:0,043,010|GO:0,042,803|GO:0,042,802|GO:0,042,476|GO:0,042,475|GO:0,042,127|GO:0,035,993|GO:0,035,886|GO:0,035,116|GO:0,033,189|GO:0,031,490|GO:0,031,076|GO:0,030,334|GO:0,030,324|GO:0,030,182|GO:0,021,983|GO:0,021,855|GO:0,021,763|GO:0,016,055|GO:0,009,887|GO:0,009,725|GO:0,009,653|GO:0,008,585|GO:0,008,584|GO:0,008,134|GO:0,007,520|GO:0,007,519|GO:0,007,507|GO:0,007,420|GO:0,007,368|GO:0,006,366|GO:0,006,357|GO:0,006,355|GO:0,005,737|GO:0,005,667|GO:0,005,634|GO:0,003,700|GO:0,003,682|GO:0,003,677|GO:0,003,350|GO:0,003,253|GO:0,003,171|GO:0,002,074|GO:0,001,764|GO:0,001,701|GO:0,001,570|GO:0,001,569|GO:0,001,191|GO:0,001,105|GO:0,001,102|GO:0,001,085|GO:0,001,078|GO:0,001,077|GO:0,000,981|GO:0,000,978|GO:0,000,976|GO:0,000,122
287,585	MIMAT0003193,MIMAT0035728,MIMAT0003208,MIMAT0000851	0.00177766	Ppm1d	protein phosphatase, Mg2 + /Mn2 + dependent, 1D	GO:0,051,019|GO:0,046,872|GO:0,045,814|GO:0,035,970|GO:0,009,617|GO:0,009,267|GO:0,006,468|GO:0,006,342|GO:0,006,306|GO:0,005,829|GO:0,005,634|GO:0,005,575|GO:0,004,722|GO:0,003,674|GO:0,000,086
81,762	MIMAT0003193,MIMAT0000845,MIMAT0000865,MIMAT0000831,MIMAT0000851	5.22E−04	Rock1	Rho-associated coiled-coil containing protein kinase 1	GO:2,000,114|GO:1,903,347|GO:1,903,140|GO:1,902,992|GO:1,902,430|GO:1,900,242|GO:1,900,223|GO:0,140,058|GO:0,106,003|GO:0,072,659|GO:0,051,894|GO:0,051,492|GO:0,051,451|GO:0,050,901|GO:0,050,900|GO:0,046,872|GO:0,045,664|GO:0,045,616|GO:0,043,524|GO:0,035,509|GO:0,032,970|GO:0,032,956|GO:0,032,091|GO:0,032,060|GO:0,032,059|GO:0,031,175|GO:0,030,866|GO:0,030,036|GO:0,030,027|GO:0,022,614|GO:0,017,049|GO:0,016,525|GO:0,010,628|GO:0,010,508|GO:0,007,266|GO:0,007,249|GO:0,007,159|GO:0,007,010|GO:0,006,915|GO:0,006,468|GO:0,005,886|GO:0,005,856|GO:0,005,814|GO:0,005,524|GO:0,004,674|GO:0,003,383|GO:0,001,726|GO:0,000,139
691,431	MIMAT0003208	0.02657807	Slc25a33	solute carrier family 25 member 33	GO:1,990,519|GO:1,990,314|GO:1,903,426|GO:0,071,156|GO:0,051,881|GO:0,034,551|GO:0,032,869|GO:0,031,966|GO:0,031,930|GO:0,030,307|GO:0,022,857|GO:0,016,021|GO:0,015,218|GO:0,008,284|GO:0,007,005|GO:0,006,864|GO:0,006,839|GO:0,006,390|GO:0,005,743|GO:0,002,082|GO:0,000,002
360,956	MIMAT0000865,MIMAT0000851	0.00881387	Tbc1d14	TBC1 domain family, member 14	GO:2,000,785|GO:1,902,017|GO:0,090,630|GO:0,071,955|GO:0,055,037|GO:0,043,231|GO:0,031,338|GO:0,019,901|GO:0,017,137|GO:0,010,507|GO:0,006,886|GO:0,005,829|GO:0,005,794|GO:0,005,776|GO:0,005,654|GO:0,005,096
294,595	MIMAT0003208	0.02657807	Ttc37	tetratricopeptide repeat domain 37	GO:0,055,087|GO:0,035,327|GO:0,005,829|GO:0,005,737|GO:0,005,654|GO:0,005,634
309,016	MIMAT0003208	0.02657807	Wdr11	WD repeat domain 11	GO:0,015,630|GO:0,008,150|GO:0,005,929|GO:0,005,829|GO:0,005,737|GO:0,005,575|GO:0,003,674
311,872	MIMAT0003193,MIMAT0035728,MIMAT0003208	0.04234872	Zbtb43	zinc finger and BTB domain containing 43	GO:0,003,676
311,718	MIMAT0035728,MIMAT0003208,MIMAT0000851	0.02403732	Zbtb46	zinc finger and BTB domain containing 46	GO:2,001,200|GO:2,001,199|GO:0,045,656|GO:0,045,650|GO:0,045,596|GO:0,030,853|GO:0,003,676
94,188	MIMAT0035728,MIMAT0003208,MIMAT0000851	0.03889311	Zfp423	zinc finger protein 423	GO:0,046,982|GO:0,046,872|GO:0,045,893|GO:0,045,892|GO:0,043,565|GO:0,042,803|GO:0,030,513|GO:0,030,154|GO:0,007,399|GO:0,007,219|GO:0,006,351|GO:0,005,654|GO:0,005,634|GO:0,003,676

### Severe hypothermia altered expression of *rno-miR-190a-5p* and *rno-miR-374-5p*

qRT-PCR using the SYBR Green I assay revealed that the expression of *rno-miR-126a-5p* and *rno-miR-145-5p* in iliopsoas muscle increased with decreasing body temperature, but did not change significantly (Fig. 1B,C). In contrast, expression of *rno-miR-190a-5p* and *rno-miR-374-5p* was significantly increased only by severe hypothermia compared with control, mild, and moderate hypothermia animals (Fig. 1D,E).

To determine which cells expressed *rno-miR-190a-5p* and *rno-miR-374-5p* in iliopsoas muscle, we performed in situ hybridisation (ISH). ISH results showed that *rno-miR-374-5p* was predominantly expressed in iliopsoas muscle cells (Fig. 1F), but *rno-miR-190a-5p* was not expressed (data not shown). Accordingly, we focused on *rno-miR-374-5p*.

### Expression of target mRNAs was altered with decreasing body temperature

*Abca8a*, *Ccnl1*, *Slc25a33*, and *Zfp423*, which belong to “mitochondrial part”, “cell differentiation”, and “regulation of transcription” GO analysis terms (Table 2), are target gene candidates of *rno-miR-374-5p*. Expression of these genes was significantly altered with decreasing body temperature (Fig. 2A–D). In particular, expression of *Ccnl1* and *Slc25a33* was significantly increased only by severe hypothermia compared with control, mild, and moderate hypothermia animals.

**Figure 2:**
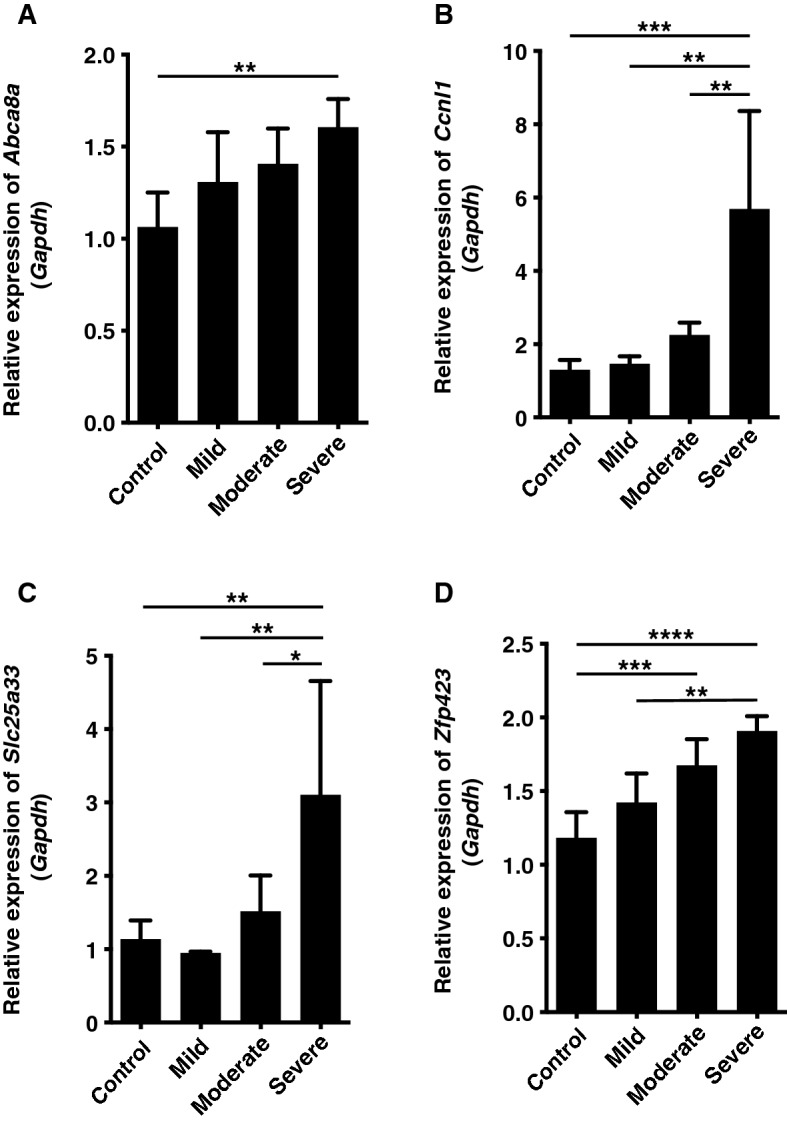
(**A**–**D**) Relative expression of *Abca8*, *Ccnl1*, *Slc25a33*, and *Zfp423* in each hypothermia group. These genes were induced by a decrease in body temperature. Expression levels were normalised to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). Graphs show mean ± SD (n = 4–6). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Expression of *rno-miR-374-5p* was significantly increased only by severe hypothermia, suggesting that these genes might not be controlled by *rno-miR-374-5p* under hypothermic conditions. 

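The miRNA rno-miR-30c-1-3p was well above background on 1 of 3 control, 2 of 3 mild, 2 of 3 moderate and 1 of 3 severe arrays, so that it was not among the 258 miRNAs tested. Its log2 scaled signal was -5.28 ± 0.07 (SD, n = 3) in control, -5.19 ± 0.64 in mild, -5.38 ± 0.54 in moderate and -5.67 ± 0.39 in severe hypothermia, and 1 severe array lay at the floor. The difference of severe hypothermia from control was -0.39, smaller than the SD of the severe arrays (two-sided exact permutation test, p = 0.4, where the smallest p that 3 arrays against 3 allow is 0.1). The slide block gave 0.16, in the opposite direction. The longest of its 4 probes, GGAGTAAACAACCCTCTCC, has 19 nucleotides.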

In our study, *rno-miR-30c-1-3p* was downregulated in the severe hypothermia group compared with the control group (Supplementary Table 1). TargetScan predicted *Slc25a33* as a target gene of *rno-miR-30c-1-3p* (https://www.targetscan.org/cgi-bin/targetscan/vert_72/view_gene.cgi?rs=ENST00000302692.6&taxid=10116&showcnc=0&shownc=0&shownc_nc=&showncf1=&showncf2=&subset=1). This result indicates that *Slc25a33* might be primarily regulated by *rno-miR-30c-1-3p* under hypothermic conditions. Accordingly, it is possible that in hypothermic conditions, factors such as other miRNAs promote the expression of these genes, and this mechanism is even more effective during severe hypothermic conditions. This issue will be a focus of future research.

### Expression of *Mex3B* exhibited an inverse correlation with *rno-miR-374-5p* expression

Expression of *Mex3B* was significantly decreased by moderate and severe hypothermia compared with control and mild hypothermia animals (Fig. 3A). In addition, the level of Mex3B protein after moderate and severe hypothermia was significantly decreased compared with the other groups (Fig. 3B). Expression of *rno-miR-374-5p* was gradually increased with decreasing body temperature, suggesting that this gene might be controlled by *rno-miR-374-5p* under hypothermic conditions.

**Figure 3:**
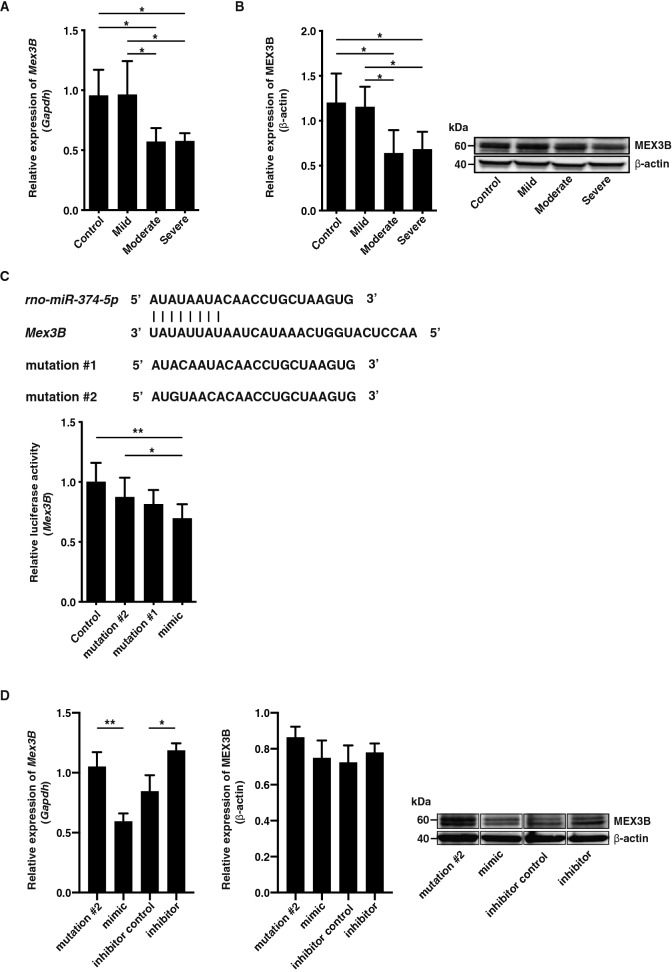
(**A**) Relative expression of *Mex3B* in each hypothermia group. These genes were induced by moderate and severe hypothermia. Expression levels were normalised to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). (**B**) Relative level of MEX3B in each hypothermia group. Graphs show mean ± SD (n = 4–5). *P < 0.05. (**C**) Alignment of *rno-miR-374-5p* seed sequences and corresponding seed sequences of *Mex3B* mRNA. *rno-miR-374-5p* is predicted to bind with high affinity to the 3′-UTR of *Mex3B*. A luciferase reporter vector encoding the 3′-UTR was co-transfected with *rno-miR-374-5p* mimic or mutant into 3T3 cells. A decrease in luciferase activity indicated binding of the miRNA mimic to the 3′-UTR of the target sequence. Graphs show mean ± SD (n = 6–7). The statistical significance of differences between means was assessed by Mann–Whitney *U* test. *P < 0.05, **P < 0.01. (**D**) Relative expression of *Mex3B* and MEX3B in iliopsoas muscle cells transfected with *rno-miR-374-5p* mimic, mutation #2, *rno-miR-374-5p* inhibitor, or inhibitor control. Graphs show mean ± SD (n = 3). The statistical significance of differences between means was assessed by unpaired t test. *P < 0.05, **P < 0.01.

### *rno-miR-374-5p* directly regulated *Mex3B* translation in vitro

To verify that the mRNA we identified were *bona fide* targets of *rno-miR-374-5p*, we employed a luciferase reporter assay, qRT-PCR, and western blotting. *rno-miR-374-5p* is predicted to bind with high affinity to *Mex3B*. In luciferase reporter assays, a decrease in luciferase activity indicates binding of the miRNA mimic to the 3′-UTR of the target sequence. Luciferase reporter assay, qRT-PCR, and western blotting results showed that the *rno-miR-374-5p* mimic could effectively inhibit *Mex3B* expression (Fig. 3C,D); thus, we concluded that *rno-miR-374-5p* directly regulates *Mex3B* expression in vitro.

### *rno-miR-374-5p* and *Mex3B* were involved in regulation of GTPase activity

As *Mex3B* is involved in the induction of apoptosis by cellular stress and belongs to the GO term “positive regulation of GTPase activity” (Table 2), we focused on Ras, a GTPase that functions as a molecular switch for signalling pathways regulating cell survival, growth, and so on. We examined the expression of *Kras*, *Pik3ca*, *Akt1*, *Bad*, and *Bcl2l1*, which are involved in apoptosis according to the KEGG pathway. qRT-PCR using the SYBR Green I assay revealed that *Kras* expression in iliopsoas muscle increased with decreasing body temperature (Fig. 4A). Expression of *Pik3ca* was slightly increased with decreasing body temperature, but did not significantly change (Fig. 4B). Expression of *Akt1* was not significantly changed (Fig. 4C), but AKT1 expression significantly increased with decreasing body temperature (Fig. 4D). Expression of *Bad* significantly decreased with decreasing body temperature (Fig. 4E). In contrast, *Bcl2l1* expression significantly increased with decreasing body temperature (Fig. 4F).

**Figure 4:**
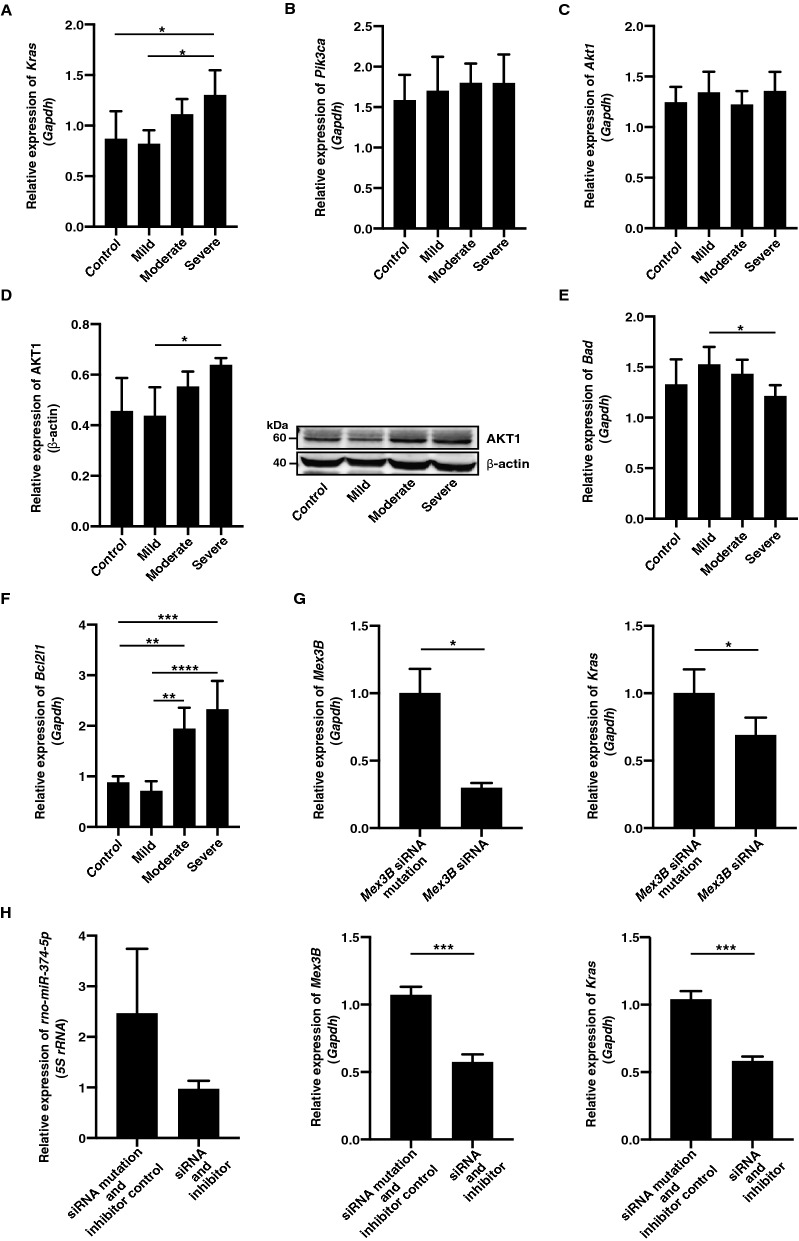
(**A**–**F**) Relative expression of *Kras*, *Pik3ca*, *Akt1*, AKT1, *Bad*, and *Bcl2l1* in each hypothermia group. Expression levels were normalised to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) or β-actin. Graphs show mean ± SD (n = 3–6) (**G**) Relative expression of *Mex3B* and *Kras* between *Mex3B* siRNA and *Mex3B* siRNA mutant. Graphs show mean ± SD (n = 4). H. Relative expression of *rno-miR-374-5p*, *Mex3B,* and *Kras* between *rno-miR-374-5p* inhibitor and *Mex3B* siRNA and control. Graphs show mean ± SD (n = 3). The statistical significance of differences between means was assessed by unpaired t test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To examine whether *Mex3B* regulated *Kras* expression, we synthesised siRNA for *Mex3B* and transfected iliopsoas muscle cells. As a result, *Mex3B* siRNA induced decreased *Mex3B* expression, followed by inactivation of *Kras* expression (Fig. 4G). This result contradicted observed *Kras* expression in the animal model. When we co-transfected iliopsoas muscle cells with the *rno-miR-374-5p* inhibitor and *Mex3B* siRNA, or transfected only *rno-miR-374-5p* inhibitor, *Kras* expression showed the same expression pattern as *Mex3B* (Figs. 3D, 4H and Supplementary Fig. 1A). However, when we transfected iliopsoas muscle cells with the *rno-miR-374-5p* mimic, *Mex3B* expression decreased and was followed by an increase in *Kras* expression (Fig. 3D and Supplementary Fig. 1B), consistent with the observed expression pattern in the animal model. Accordingly, these results suggest that *Kras* expression might be regulated not only by *Mex3B*, but also indirectly by activated *rno-miR-374-5p* in iliopsoas muscle cells.

### *rno-miR-374-5p* was involved in regulation of apoptosis in iliopsoas muscle cells

Western blotting results revealed that overexpression of *rno-miR-374-5p* induced decreased activation of cleaved CASP3 and CASP6 in iliopsoas muscle cells compared with cells overexpressing *rno-miR-374-5p* mutant #2 (Fig. 5A,B). In addition, expression of CASP8 was slightly suppressed by overexpression of *rno-miR-374-5p* (Fig. 5C). These results indicate that activation of *rno-miR-374-5p* might enhance the viability of iliopsoas muscle cells.

**Figure 5:**
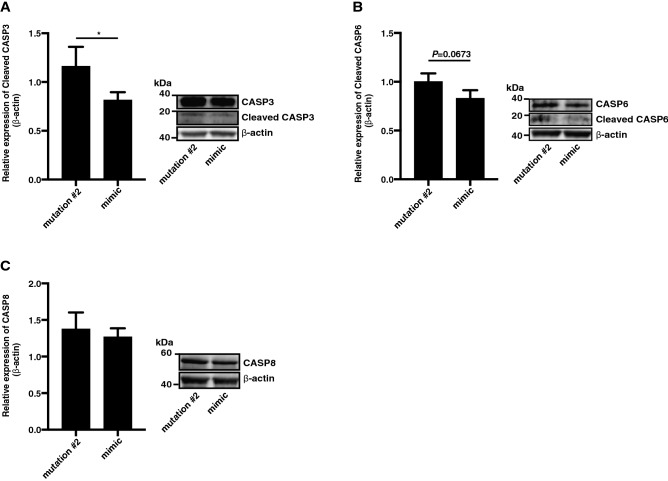
(**A**–**C**) Relative expression level of CASP3, CASP6, and CASP8 in iliopsoas muscle cells transfected with *rno-miR-374-5p* mimic, mutation #2, *rno-miR-374-5p* inhibitor, or inhibitor control. Graphs show mean ± SD (n = 3). The statistical significance of differences between means was assessed by unpaired t test. *P < 0.05.

## Discussion

In forensic practice, various biochemical, pathological, and molecular biological examinations are performed using blood and tissues collected from the corpse to assess the cause of death^8–16^. However, because corpses are often found with a postmortem interval, examinations often do not represent the state at the time of death. Accordingly, an index for diagnosis of cause of death that can withstand the postmortem interval is required. We have reported specific molecular markers using mRNA that support the diagnosis of fatal hypothermia, one of the pathologies for which the diagnosis of cause of death is difficult^15,16^. In a cold environment, mRNA is relatively stable, but a molecular marker that can withstand the postmortem interval is required. Recently, microRNA (miRNA) has been proposed as a molecule that can withstand the postmortem interval^18^. The iliopsoas muscle performs shivering- or non-shivering-thermogenesis to maintain body temperature when the body temperature declines extremely^23^, and haemorrhage of the iliopsoas muscle is observed in fatal hypothermia^3^. In our previous study, the iliopsoas muscle might have been activated because haemorrhage was observed in this muscle of rats with extreme hypothermia^16^. Therefore, we focused on miRNA expression in the iliopsoas muscle.

In this study, expression of *rno-miR-190a-5p* and *rno-miR-374-5p* in iliopsoas muscle was increased with decreasing body temperature. Previous reports suggest that the expression of both miRNAs fluctuates dynamically in response to hypoxia^24,25^. Hypothermic conditions induce tissue asphyxiation because blood is cooled by the inhalation of low-temperature air, and oxygen and hemoglobin do not dissociate in a cold environment. Therefore, both miRNAs may be activated by tissue asphyxiation induced by severe hypothermia and, therefore, be potential markers of hypoxia in a cold environment.

The expression of target gene candidates (*Abca8a*, *Ccnl1*, *Slc25a33* and *Zfp423*) of *rno-miR-374-5p* increased with decreasing body temperature and showed similar expression to *rno-miR-374-5p*. These results indicate that these genes may not be regulated by *rno-miR-374-5p*. *Abca8* is a sinusoidal efflux transporter for cholesterol and taurocholate in mouse and human liver^26^, but is function in hypothermia is still unknown. *Zfp423* is involved in skeletal muscle regeneration and proliferation after injury^27^. Increased expression of *Zfp423* may contribute the promotion of iliopsoas muscle repair. Expression of *Ccnl1* and *Slc25a33* was only increased by severe hypothermia. Inhibited expression of *Ccnl1*, a cell cycle regulatory gene, by forced expression of a specific miRNA suppressed cell proliferation and invasion, arrested cell cycle progression, and promoted cell apoptosis^28^. Hence, *Ccnl1* may contribute to cell survival during cellular stress such as cold stimulation. *Slc25a33* is reportedly involved in mitochondrial oxidative phosphorylation for ATP synthesis^29^. Accordingly, it is suggested that *Slc25a33* expression might be induced by the promotion of thermogenesis accompanying a decrease in body temperature. Moreover, *Ccnl1* and *Slc25a33* represent novel findings that will potentially complement the diagnosis of fatal hypothermia because the expression of both genes was induced only by severe hypothermia.

Our study showed that significantly decreased *Mex3B* expression in moderate and severe hypothermia was directly regulated by *rno-miR-374-5p*. *Mex3B* is reportedly involved in the induction of apoptosis following cell stresses such as heat, cold shock, reactive oxygen species, and radiation^30^. Accordingly, overexpression of *miR-374b-5p* inhibited apoptosis and contributed to the elevation of cell survival^31^. Our results indicate that *Mex3B* directly or indirectly regulated *Kras* expression, which was accompanied by subsequent activation of downstream molecules such as *Bcl2l1* in the Ras signalling pathway. *Kras* is a GTPase that functions as a molecular switch for signalling pathways regulating cell proliferation, survival, growth, and differentiation^32^. Bcl-2 family proteins regulate apoptosis through protein–protein interactions. Previous reports suggest that overexpression of Bcl‐2 inhibits apoptosis and plays an important role in the development of inflammation-related disorders^33,34^. Accordingly, these results suggest activation of a novel *rno-miR-374-5p*/*Mex3B*/*Kras* pathway to elevate cell viability in extreme hypothermia.

In conclusion, our results indicate that *rno-miR-190a-5p* and *rno-miR-374-5p* may be activated by tissue asphyxiation induced by severe hypothermia and, thus, serve as potential markers of hypoxia in a cold environment. In addition, *Ccnl1* and *Slc25a33* may be upregulated by cellular stresses such as cold shock and the promotion of thermogenesis accompanying decreases in body temperature. Thus, these miRNAs and mRNAs are potential novel supporting markers for the diagnosis of fatal hypothermia. In addition, a novel *rno-miR-374-5p*/*Mex3B*/*Kras* pathway may be involved in the pathological process of fatal hypothermia. However, further investigation of these genes is necessary before they can be applied to forensic practice.

## Materials and methods

All methods were performed according to relevant guidelines and regulation.

The Animal Care Committee of Nagasaki University approved this research protocol (approval number 1606081312-2).

### Animals

Pathogen-free 8-week-old male Wistar rats (300–350 g in body weight) were obtained from Charles River Laboratories (Yokohama, Japan). Prior to experiments, rats were housed for 1 week under a 12/l2-h light/dark cycle (light on at 07:00 and off at 19:00) at a constant temperature and humidity, and allowed free access to food and water.

### Experimental groups and thermal treatments

Twenty-three 9-week-old male Wistar rats were divided into four groups of 5–6 rats (control, mild, moderate, and severe hypothermia) and anesthetised by intraperitoneal injection of 0.3 mg/kg medetomidine, 2 mg/kg midazolam, and 2.5 mg/kg butorphanol. After 30 min, rats were exposed to cold (ambient temperature of 4 °C); rectal temperature (Ret) was continuously measured. Control rats were euthanised by cervical dislocation at 30 min after anesthesia. Mild hypothermia rats were euthanised by cervical dislocation when Ret reached 30 °C. Similarly, moderate and severe hypothermia rats were euthanised when Ret reached 22 °C and 12 °C, respectively^16^.

### RNA isolation and evaluation of total RNA integrity

After euthanasia, the iliopsoas muscle was immediately dissected, immersed in Ambion RNAlater (Thermo Fisher Scientific, Waltham, MA), and stored overnight at 4 °C. Total RNA, including microRNA (miRNA), was extracted using a miRNeasy Mini kit and miRNeasy Micro kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA samples were stored at − 80 °C until use.

Total RNA purity was assessed using a Nano-Drop2000 spectrophotometer (Thermo Fisher Scientific). RNA integrity was assessed by on-chip capillary electrophoresis using an RNA 6000 Nano kit and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA integrity number was calculated as described elsewhere^35^.

### Microarray analysis

Microarray analysis was performed on a total of 12 samples (n = 3 per group) using a Rat miRNA V21.0 microarray in accordance with the manufacturer’s instructions (Agilent Technologies). Bioinformatic analyses were performed using GeneSpring v13 (Agilent Technologies). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE139446.

### cDNA synthesis from miRNA and mRNA, and quantitative real-time PCR

Total RNA (10 ng) was utilised as a template for complementary DNA (cDNA) synthesis and quantitative real-time PCR (qRT-PCR), which were performed using a miRCURY LNA RT Kit and miRCURY LNA SYBR Green PCR Kit for miRNA expression analysis (Qiagen), respectively. Primers [*hsa-*(*rno-*)*miR-126-5p*, *hsa-*(*rno-*)*miR-145-5p*, *hsa-*(*rno-*)*miR-190a-5p*, *hsa-*(*rno-*)*miR-374b-5p,* and *5S rRNA*] were purchased from Qiagen.

Total RNA (500 ng) was utilised as a template for cDNA synthesis using a PrimeScript RT Reagent Kit for mRNA expression analysis (Takara Bio, Kusatsu, Japan) in accordance with the manufacturer’s instructions. qRT-PCR was performed in a 10-µL reaction system using SYBR Premix Ex Taq (Takara Bio) and a Thermal Cycler Dice Real-Time System (Takara Bio). Contents of the amplification mix and thermal cycling conditions were set in accordance with the manufacturer’s instructions. Primers [ATP binding cassette subfamily A member 8 (*Abca8a*), cyclin L1 (*Ccnl1*), solute carrier family 25 member 33 (*Slc25a33*), zinc finger protein 423 (*Zfp423*), Mex-3 RNA binding family member B (*Mex3B*), Kras proto-oncogene GTPase (*Kras*), phosphatidylinositol-4,5-bisphosphate 3-kinase*,* catalytic subunit alpha (*Pik3ca*), Akt serine/threonine kinase 1 (*Akt1*), Bcl2-associated agonist of cell death (*Bad*), apoptosis regulator Bcl-X (*Bcl2l1*) and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*)] were purchased from Takara Bio.

Relative quantification of miRNA and mRNA transcripts was performed using the ∆∆Ct method^36^.

### Total protein extraction and western immunoblot analysis

Iliopsoas muscles were homogenised using a TissueLyzer II (Qiagen). T-PER Reagent (Thermo Fisher Scientific), consisting of proteinase and dephosphorylation inhibitors, was then added. Debris was removed from the supernatant using an Ultrafree-MC 0.45-mm filter (Merck Millipore, Darmstadt, Germany). Filtered protein samples were quantified using a Direct Detect Spectrometer (Merck Millipore), separated on 4–12% NuPAGE Novex Bis–Tris gels (Thermo Fisher Scientific), transferred to polyvinylidene difluoride membranes, and blotted according to standard protocols (antibody details are listed in Table 3). Protein bands were visualised using ImmunoStar LD (Wako, Osaka, Japan), and band intensity was calculated using Multi Gauge version 3.X (Fujifilm, Tokyo, Japan). This method was performed according to our previous study^37^.

**Table 3:** List of antibodies.

Primary antibody (cat no.)	Species	Dilution	Blocking (manufacturer)	Secondary antibody (manufacturer)	Dilution
MEX3B (GTX32049)	Rabbit	1:1,000	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE healthcare)	1:50,000
AKT1 (ab126811)	Rabbit	1:1,000	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE healthcare)	1:100,000
CASP3 (ab13847)	Rabbit	1:500	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE healthcare)	1:100,000
CASP6 (CST#9762)	Rabbit	1:500	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE healthcare)	1:100,000
CASP8 (ab25901)	Rabbit	1:500	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE healthcare)	1:100,000
β-actin (GTX109639)	Rabbit	1:1,000	PVDF blocking reagent (TOYOBO)	Anti-rabbit IgG HRP-linked whole antibody (GE Healthcare)	1:100,000

### Synthesis of DNA, miRNA mimic, inhibitor, siRNA, and mutant

Putative target genes of *rno-miR-374-5p* were predicted using GeneSpring (Agilent Technologies). DNA synthesis of *Mex3B* was performed by Hokkaido System Science (Sapporo, Japan). Luciferase reporter plasmids were constructed to confirm the regulation of target genes by *rno-miR-374-5p*. As a negative control, a *rno-miR-374-5p* mimic (chemically synthesised double-stranded mature *rno-miR-374-5p*) and mutant were chemically synthesised by GeneDesign (Ibaraki, Osaka, Japan). Similarly, inhibitor and siRNAs for *rno-miR-374-5p*, *Mex3B* and a mutant negative control were chemically synthesised by GeneDesign.

### Cell culture and reagents

3T3 cells were cultured for the luciferase reporter assay in Dulbecco’s Modified Eagle’s Medium (DMEM, Wako) with high glucose, l-glutamine, 10% foetal bovine serum (FBS), and 1% penicillin–streptomycin. Cells were harvested, seeded onto a 96-well plate at a density of about 2.2 × 10^4^ cells per well in DMEM (Wako) with 10% FBS, but without 1% penicillin–streptomycin, and cultured for 24 h. Subsequently, cells were washed with Opti-MEM (Thermo Fisher Scientific) and 100 µL of Opti-MEM was added to each well for incubation at 37 °C prior to transfection.

### Transfection and luciferase reporter assay

The 3′-untranslated regions (UTRs) of *rno-miR-374-5p* targets were predicted using microT-CDS in DIANA TOOLS (https://diana.imis.athena-innovation.gr/DianaTools/index.php?r=microT_CDS/index). Vectors were constructed with pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega, Madison, WI) in accordance with the manufacturer’s instructions. Primers consisting of the 3′-UTRs of predicted *rno-miR-374-5p* target sequences and appropriate restriction sites were synthesised, annealed, and cloned downstream of the firefly luciferase reporter (*luc2*) gene in pmirGLO. Sequences were as follows (upper- and lowercase letters indicate the 3′-UTR and restriction sites for PmeI and XbaI, respectively): *Mex3B* sense 5′-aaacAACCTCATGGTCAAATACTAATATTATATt-3′, and *Mex3B* antisense 5′-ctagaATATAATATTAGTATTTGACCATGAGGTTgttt-3′. Sequences of the *rno-miR-374-5p* mimic and mutant of the seed sequence (as a negative control) were as follows: *rno-miR-374-5p* mimic 5′-AUAUAAUACAACCUGCUAAGUG-3′, *rno-miR-374-5p* mutation #1 5′-AUACAAUACAACCUGCUAAGUG-3′, and *rno-miR-374-5p* mutation #2 5′-AUGUAACACAACCUGCUAAGUG-3′.

3T3 cells (2.2 × 10^4^ cells/100 µL) were co-transfected with the *rno-miR-374-5p* mimic or mutant, and a reporter plasmid containing the 3′-UTR of *Mex3B*. The *rno-miR-374-5p* mimic and mutant were added at a final concentration of 45 nM along with Lipofectamine3000 (Thermo Fisher Scientific). Luciferase activity was assessed 48 h after transfection using a Dual-Glo Luciferase Assay System (Promega) according to the manufacturer’s instructions.

### In situ hybridisation

In situ hybridisation (ISH) was performed using a microRNA ISH buffer set and miRCURY LNA Detection 5′- and 3′-DIG-labelled probes (Qiagen) in accordance with the manufacturer’s instructions. In brief, 4% paraformaldehyde perfusion-fixed tissues were embedded in paraffin. Six-micrometer-thick sections were deparaffinised and incubated with Proteinase K solution (DAKO, Glostrup, Denmark) for 10 min at 37 °C. After washing in phosphate-buffered saline, sections were dehydrated. Hybridisation was performed using 40 nM miRNA probe in microRNA ISH buffer (Qiagen) at 50 °C for 3 h. Sections were rinsed in 5 × SSC buffer at 50 °C for 5 min, twice with 1 × SSC buffer at 50 °C for 5 min, twice with 0.2 × SSC buffer at 50 °C for 5 min, and with 0.2 × SSC buffer at room temperature for 5 min. Sections were treated with blocking solution (Nacalai Tesque, Kyoto, Japan) for 15 min at room temperature and then incubated with an anti-DIG antibody (1:800; Roche Diagnostics, Basel, Switzerland) in blocking solution (Nacalai Tesque) overnight at 4 °C. Sections were developed using NTB/BCIP (Roche Diagnostics) at 30 °C. Observations were made using a BZ-9000 (Keyence, Osaka, Japan). The obtained images were processed with analysis software (Keyence). This method was performed according to our previous study^37^.

### Skeletal muscle cell culture and transfection

Rat iliopsoas muscle tissue was dissociated into a single-cell suspension using a skeletal muscle dissociation kit (Miltenyi Biotec, Bergisch Gladbach, Germany). For *rno-miR-374-5p* mimic or inhibitor or *Mex3B* siRNA assays, iliopsoas muscle cells were cultured in Skeletal Muscle Cell Growth Medium (SMCGM, Takara Bio). Cells were then harvested, seeded onto a six-well plate at a density of approximately 0.5–1.5 × 10^5^ cells per well in SMCGM, and cultured for 24 h. Subsequently, cells were washed with Opti-MEM, supplemented with 3 mL of Opti-MEM in each well, and incubated at 37 °C prior to transfection.

Iliopsoas muscle cells were transfected with *rno-miR-374-5p* mimic, mutation #2, *rno-miR-374-5p* inhibitor, inhibitor control, *Mex3B* siRNA, or mutant siRNA. *rno-miR-374-5p* inhibitor, inhibitor control, *Mex3B* siRNA, and mutant siRNA sequences were as follows (upper- and lowercase letters indicate RNA and DNA, respectively): *rno-miR-374-5p* inhibitor sense 5′-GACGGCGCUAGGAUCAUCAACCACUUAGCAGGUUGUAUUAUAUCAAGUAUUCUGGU-3′, *rno-miR-374-5p* inhibitor antisense 5′-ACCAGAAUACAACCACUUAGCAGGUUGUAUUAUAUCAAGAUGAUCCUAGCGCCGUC-3′, *rno-miR-374-5p* inhibitor control sense 5′-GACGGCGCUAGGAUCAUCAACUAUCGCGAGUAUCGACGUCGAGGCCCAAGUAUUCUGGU-3′, *rno-miR-374-5p* inhibitor control antisense 5′-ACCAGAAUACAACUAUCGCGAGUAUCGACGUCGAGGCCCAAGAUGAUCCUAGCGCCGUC-3′, *Mex3B* siRNA sense 5′-ACAGCAGACACAUACAUAUtt-3′, *Mex3B* siRNA antisense 5′-AUAUGUAUGUGUCUGCUGUtt-3′*, Mex3B* siRNA mutation sense 5′-ACAUCAGACACACACAUAUtt-3′*,* and *Mex3B* siRNA mutation antisense 5′-AUAUGUGUGUGUCUGAUGUtt-3′.

*rno-miR-374-5p* mimic, mutation #2, *rno-miR-374-5p* inhibitor, or inhibitor control were added at a final concentration of 45 nM along with Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific). *Mex3B* siRNA and mutant siRNA were used at 25 pmol/well with Lipofectamine RNAiMAX Transfection Reagent. Expression of *Mex3B*, *Kras*, MEX3B, CASP3, CASP6, and CASP8 was assessed 48 h after transfection by qRT-PCR and western blotting, in accordance with the manufacturer’s instructions.

### Data analysis

Data are shown as mean ± SD. Statistical significance of differences between means was assessed by Mann–Whitney *U* test, unpaired t test, and one-way ANOVA, followed by Tukey’s multiple comparisons test (GraphPad Software, San Diego, CA). A *P*-value < 0.05 was considered significant.

## Supplementary information

Supplementary Information.

# Supplementary material for: Body temperature-dependent microRNA expression analysis in rats: rno-miR-374-5p regulates apoptosis in skeletal muscle cells via Mex3B under hypothermia
**Source:** Sci Rep. 2020 Sep 22;10:15432. doi: 10.1038/s41598-020-71931-w

## Supplementary materials

### Body temperature-dependent microRNA expression analysis in rats: *rno-miR-374-5p* regulates apoptosis in skeletal muscle cells via *Mex3B* under hypothermia

Takahiro Umehara<sup>1\*</sup>, Shinichiro Kagawa<sup>1, 2</sup>, Aiko Tomida<sup>3</sup>, Takehiko Murase<sup>1</sup>, Yuki Abe<sup>1</sup>, Keita Shingu<sup>1</sup>, Kazuya Ikematsu<sup>1</sup>

## Supplementary Table

**Supplementary Table 1.** Microarray fold-change analysis. Expression levels of eight miRNAs were decreased to less than half in severe hypothermia compare with control (Ctrl).

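Of the 8 miRNAs listed, 6 were not well above background on any of the 12 arrays, namely rno-let-7c-1-3p, rno-miR-203a-3p, rno-miR-3550, rno-miR-3552, rno-miR-433-5p and rno-miR-671. No fold is given for them here, since neither group was well above background on any array. The scanner software's own call, which is less strict, counted them as detected on 1 to 10 of the 12 arrays. The miRNA rno-miR-3588 was tested, and its log2 scaled signal was -4.97 ± 0.27 (SD, n = 3) in control, where it was detected on 3 of 3 arrays, and -5.71 ± 0.33 in severe hypothermia, where it was detected on 1 of 3 and lay at the floor on the other 2. Its difference, which the floor limits, was -0.74 (standard error 0.30, adjusted p = 0.15 by limma), and 0.050 with the slide as a block. As scaled here, no miRNA of the list (0) was at less than 0.5 times the level of every other group. The table gives the level in control over that in severe hypothermia, so that a larger number is a larger decrease.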

| Symbol                  | Fold change (Ctrl vs Severe) | Regulation | mirbase accession No |
|-------------------------|------------------------------|------------|----------------------|
| <i>rno-let-7c-1-3p</i>  | 3.3                          | down       | MIMAT0017087         |
| <i>rno-miR-203a-3p</i>  | 3.0                          | down       | MIMAT0000876         |
| <i>rno-miR-30c-1-3p</i> | 2.9                          | down       | MIMAT0004719         |
| <i>rno-miR-3550</i>     | 3.1                          | down       | MIMAT0017808         |
| <i>rno-miR-3552</i>     | 4.0                          | down       | MIMAT0017813         |
| <i>rno-miR-3588</i>     | 5.0                          | down       | MIMAT0017887         |
| <i>rno-miR-433-5p</i>   | 2.7                          | down       | MIMAT0017192         |
| <i>rno-miR-671</i>      | 10.2                         | down       | MIMAT0005326         |

## Supplementary Figure Legends

**Supplementary Figure 1.** Relative expression of *Kras* in iliopsoas muscle cells transfected with *rno-miR-374-5p* mimic, mutation #2, *rno-miR-374-5p* inhibitor or inhibitor control. Graphs show mean  $\pm$  SD (n = 3). The statistical significance of differences between means was assessed by unpaired t test. \* $P < 0.05$ .

**Supplementary Figure 2.** Full-length gels of western blots

Supplementary Figure 1

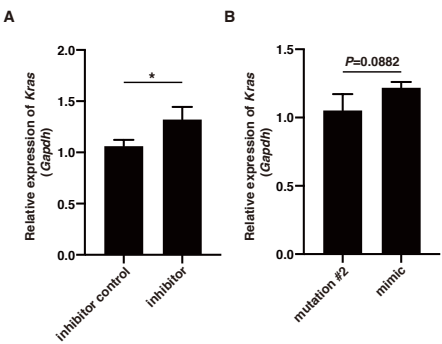

Supplementary Figure 2

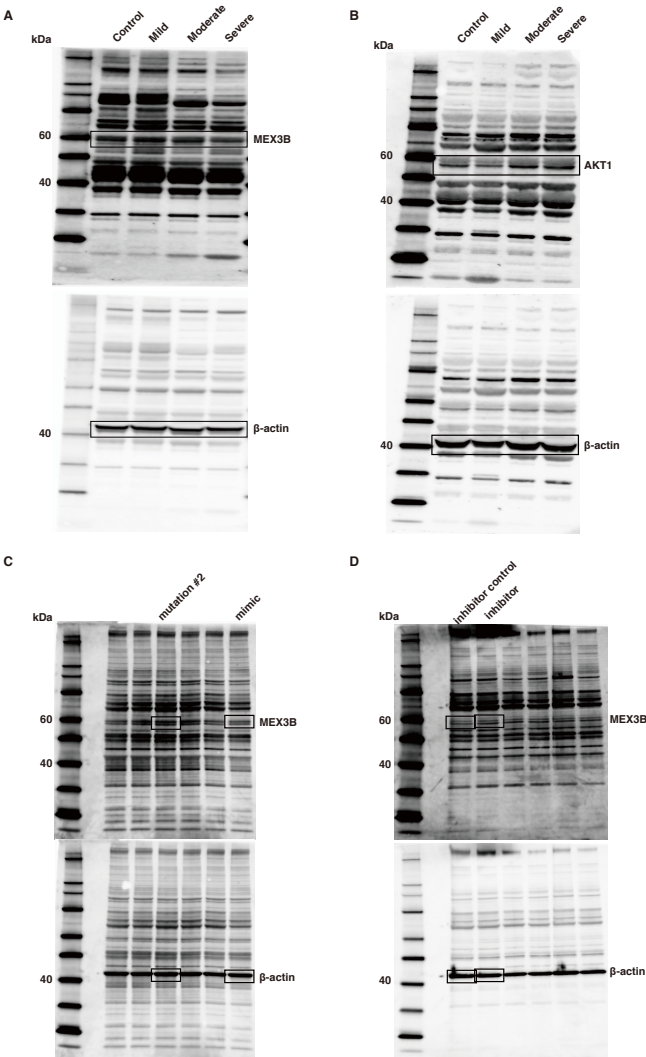

E

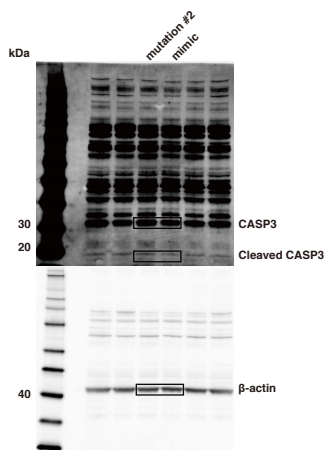

F

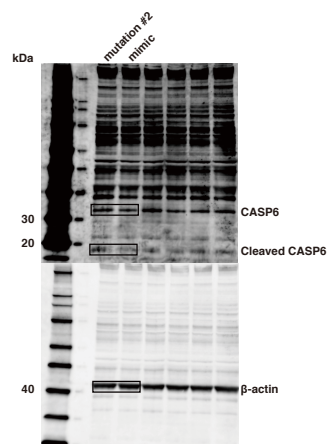

G

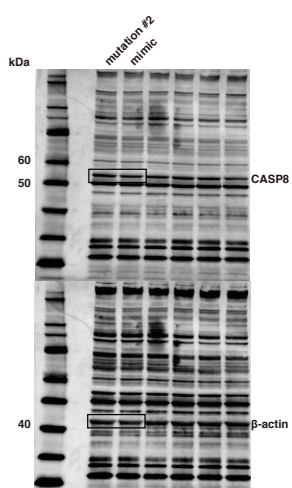

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

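The miRNAs of the rat iliopsoas muscle were measured on 12 single-colour Agilent arrays, with 3 arrays for each of control, mild, moderate and severe hypothermia. The body temperatures of 37, 30, 22 and 12 °C are those of the sample labels, which also give the ambient temperature of 4 °C. The intensities were produced by the authors with Agilent Feature Extraction 12.1.0.3, per the file headers. The processed signal of each spot is on a linear scale, after subtraction of a spatially detrended background, and holds no normalization between arrays. The deposited series values were compared with the total signal per miRNA of the same software and were equal to it on every array, with undetected miRNAs at 0.1. The methods name GeneSpring v13 for the analyses and state no normalization.

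Each array holds 758 rat miRNAs, measured by 1806 probes of 10 to 23 nucleotides, with 1 to 4 probes and 16 spots per miRNA. Spots that the scanner software had marked as outliers (783 to 1043 per array) were left out, and 0 spots were saturated. The spots of each probe were averaged and the probes of each miRNA were summed. Each array was divided by the 75th percentile of the 228 miRNAs detected on all arrays, at 389 to 535 units. Values under a common floor of -5.90 on the log2 scale (6.52 to 8.96 units, depending on the array) were set to the floor. A miRNA counted as detected where more than 0.5 of the used spots of at least 1 of its probes were well above background by the scanner software. Of the 758 miRNAs, 476 were detected on no array, 258 were detected on all 3 arrays of at least 1 group and were tested, and 500 were not tested.

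The groups were compared with the moderated test of limma 3.58.1 on R 4.3.3, over all 12 arrays, with 8 residual degrees of freedom and 2.21 prior degrees of freedom. Calls required an adjusted p (Benjamini-Hochberg) under 0.05. A miRNA counted as doubled or halved in severe hypothermia where it was called against control and its mean was more than 2 times, or less than 0.5 times, that of each other group. The median standard error between severe hypothermia and control was 0.17 on the log2 scale, and 0.29 with the slide as a block. Single miRNAs were compared by exact permutation of 3 arrays against 3, where the smallest possible p is 0.1, and correlations were tested with 100000 permutations. Figures were drawn with Python 3.11.15.

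Before the data were examined, the miRNAs to be named were set as the 17 of Table 1, the 8 of Supplementary Table 1 and the other arms of the hairpins of the 4 miRNAs taken to qRT-PCR. To these were added, from outside the lists, up to 5 called miRNAs with the largest rise and up to 5 with the largest fall, detected on all 3 arrays of the brighter group and with no overlap between severe and control arrays. The last were the 3 miRNAs with the largest difference each way between the slides within 1 group. These were taken among the 254 tested miRNAs above the floor on all 3 moderate arrays, a limit that was not part of the rule as first set. Alternatives set at the same time as the rule were other signals, background corrections, scalings, floors, detection rules, filters, tests and adjustments, the slide or the replicate number as a block, and leaving out each array in turn. The arrays split between scans exactly as between slides, so that a block for the scan was not run.

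The steps were tested on simulated data with the same layout. Every simulated miRNA had the same spread between rats, the median of that in the control and mild arrays. The changes were at least 1 on the log2 scale. Recovery may therefore be lower for smaller changes or for miRNAs with a wider spread. With 60 miRNAs changed in severe hypothermia, 58 of the 59 that passed the filter were recovered without the slide block and 53 with it. Of the unchanged miRNAs there, 3 were called without the block and 2 with it. With 60 miRNAs shifted on slide 2 and none changed by group, 57 were called without the block and 0 with it. Genome positions were used only to find neighbouring miRNA genes, by name in assembly GRCr8, and no coordinates are given because the array design was annotated on another assembly. Measurements by qRT-PCR and in situ hybridization were not analysed here.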

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

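The tests of the control RNAs, of the position of moderate 3, of a swap and of a single wrong label were chosen after the results were seen.

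Outside the paper's lists, 4 miRNAs were called between severe hypothermia and control, a signal that the paper does not report. They were rno-miR-762 (log2 difference 1.23, adjusted p = 0.036 by limma), rno-miR-770-3p (0.86, adjusted p = 0.040), rno-miR-874-3p (0.68, adjusted p = 0.036) and rno-miR-6333 (-0.53, adjusted p = 0.048). In each, 3 of 3 severe arrays lay on one side of the control arrays. The first 2 were detected on 0 of 3 control arrays, so that the size of their rise is uncertain. As scaled here, it was 2.35-fold for rno-miR-762 and 1.81-fold for rno-miR-770-3p. Under the slide block the differences were 1.41, 0.16, 0.42 and -0.48, and 0 miRNAs were called by limma, with 12 at an unadjusted p under 0.05. After normexp background correction rno-miR-770-3p and rno-miR-874-3p changed direction, to -0.088 and -0.15, and rno-miR-762 came to 0.0041. That setting adds 50 units to each probe. The summed signals in severe hypothermia were smaller, at 18.7, 21.6 and 27.4, so that these values decide nothing.

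Without scaling, 8 of 8 calls kept their sign, but this decides nothing, since the shift of all miRNAs was smaller than each of the 8 differences. Of the 8 calls, 8 passed the threshold with the percentile over all miRNAs, 8 with quantile normalization, 7 without scaling, 6 with the 90th percentile and 5 with GeneSpring-like steps. The slide remains open. The median difference of the 8 called miRNAs, turned to the direction of the call, was 0.95 and became 0.36 with the slide as a block, and 0 kept their call. The differences of rno-miR-762 and rno-miR-6333 hardly changed. That estimate of the slide rests on moderate 3 against moderate 1 and 2 alone. The GC content of the probes correlated with the difference between severe hypothermia and control at a Spearman rho of -0.29. This lay between the limits set for and against GC content. The rho was -0.14 for mild hypothermia and -0.10 for moderate 3 against moderate 1 and 2. A response to severe hypothermia may also be present. On the arrays, such a response is separated from the slide only through moderate 3, with a median standard error of 0.29 against 0.17 without the block. The paper's qRT-PCR, which uses no array slide and was not analysed here, found rno-miR-190a-5p and rno-miR-374-5p raised in severe hypothermia. The simulated data had changes of at least 1 on the log2 scale and the same spread for every miRNA. Recovery may therefore be lower on the real arrays. In the simulation, the block recovered 53 of 59 changed miRNAs. It also called 2 unchanged miRNAs there, and the fit without the block called 3. Where miRNAs were shifted by the slide alone, 0 were called with the block and 57 without it. If moderate 3 differed for a reason other than the slide, the block would be wrong by that difference.

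The control RNAs, which the paper does not analyse, differed between the slides. For dmr_3, the log2 ratio of the short to the long probe was higher by 0.18 on slide 2, with 0.697 to 0.711 on slide 1 and 0.784 to 0.807 on slide 2. The ratio separated the 4 arrays of slide 2 from the 8 of slide 1 for 7 of 9 control RNAs, among them 4 of 4 that are added to the sample, where chance gives 0.404% for each. The exceptions were hur_2 and mr_1. The difference was not in 1 direction, since dmr_31a, which is among the 4, was lower on slide 2 (-0.070), while the other 6 were higher by 0.16 to 0.76. Added RNAs do not come from the rats, so that a difference of hybridization or washing between the slides is a candidate explanation.

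The same ratio, within rat miRNAs with probes of 2 lengths, separated the slides for 111 of 162 miRNAs (107 higher and 4 lower on slide 2), where 100 random sets of 4 arrays gave at most 4. Moderate 3 was shifted in the direction of the severe arrays for 147 of the 162. Hybridization or washing may explain this ratio. Whether it also explains the differences in level stays open, since the shift of the ratio correlated with the difference between severe hypothermia and control at a Spearman rho of only 0.17. With the difference of moderate 3 from moderate 1 and 2, the rho was 0.051. A biological change in the length or ends of the miRNAs was not tested.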

How the results depend on the processing

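The scanner's total signal together with only the 2 groups compared was chosen after seeing the values, as was leaving moderate 3 out of the correlation with temperature. The other alternatives were set beforehand. Scan as a block was not run, because it splits the arrays as the slide does. Counts are given as higher and lower in severe hypothermia than in control, then changed between severe and mild hypothermia, against 7, 1 and 17 as reported. "Doubled" is the number more than doubled over every group, then how many of these are in Table 1, against 0 and 0. Unless a cause is named, the cause was not tested.

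With the scanner's total signal there were 13 higher and 1 lower, doubled 3 and 2, with rno-miR-190a-5p at 2.11 and rno-miR-30c-1-3p at -0.020. With this signal and only the 2 groups compared there were 31, 8 and 28, doubled 5 and 4, rno-miR-190a-5p 2.11, rno-miR-374-5p 0.86 and rno-miR-30c-1-3p -0.020. With only the 2 groups compared there were 27 and 11, doubled 2 and 2, rno-miR-190a-5p 1.73 and rno-miR-374-5p 0.71. Storey q-values on that fit gave 42, 30 and 65, doubled 2 and 2, and the same differences of 1.73 and 0.71, now called. An unadjusted p gave 38, 33 and 80, doubled 2 and 2, with 27 between severe and moderate hypothermia, 15 between moderate hypothermia and control and 5 between mild hypothermia and control, and called the same 1.73 and 0.71. The fold alone gave doubled 2 and 2.

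The scaling moved the counts and their direction. The percentile over all miRNAs gave 14, 28 and 67, doubled 1 and 1, rno-miR-190a-5p 1.61. The 90th percentile gave 0 lower and 11 between severe and mild hypothermia. Quantile normalization gave 16, 14 and 36, doubled 1 and 1, rno-miR-190a-5p 1.70. GeneSpring-like steps gave 13, 14 and 30, doubled 4 and 2, rno-miR-190a-5p 2.03 and rno-miR-30c-1-3p -0.85. No scaling gave 65, 0 and 58, doubled 3 and 2, rno-miR-190a-5p 2.02, rno-miR-374-5p 1.01 and rno-miR-30c-1-3p -0.079. The deposited values gave 61, 0 and 53, doubled 7 and 4, rno-miR-190a-5p 2.43, rno-miR-374-5p 1.18 and rno-miR-30c-1-3p -1.55. The median difference of all tested miRNAs was -0.05 as reported, 0.24 without scaling, 0.28 on the deposited values, -0.17 with the percentile over all miRNAs, -0.12 with GeneSpring-like steps and -0.12 with normexp. Of the miRNAs called, 87.5% were higher as reported, 33.3% with the percentile over all miRNAs and 100% without scaling.

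After normexp correction, which here added 50 units to each probe, there were 1, 0 and 0, and rno-miR-145-5p was 0.21. The added units exceed the signal of the dim miRNAs, so that their reversals under this setting decide nothing. Reversed there were rno-miR-139-5p (-0.052), rno-miR-190a-3p (-0.038), rno-miR-29a-5p (-0.087), rno-miR-3068-3p (-0.12), rno-miR-3084a-3p (-0.049), rno-miR-374-5p (-0.13), rno-miR-376b-5p (-0.12), rno-miR-379-3p (-0.17), rno-miR-770-3p (-0.088), rno-miR-874-3p (-0.15) and the correlation of rno-miR-374-5p with temperature (0.57). Averaging log2 probe values gave -0.087 for rno-miR-30c-1-3p. A floor 4 times lower gave 0 lower, doubled 1 and rno-miR-30c-1-3p -0.80. Testing all 758 miRNAs gave 0, 0 and 0, with rno-miR-126a-5p at 1.14 and rno-miR-145-5p at 0.85 no longer called, as more miRNAs were adjusted for. Testing the 228 detected on all arrays gave 0 lower. Detection by the scanner's own call gave 12 higher, doubled 2 and 1, rno-miR-190a-5p 1.72 and rno-miR-30c-1-3p -0.81. Keeping outlier spots gave 11 and 3, doubled 2 and 2, rno-miR-190a-5p 1.71. A variance trend gave 0 lower.

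A fixed block for the slide gave 0, 0 and 0 by limma (12 at an unadjusted p under 0.05 against control), rno-miR-126a-5p 0.39 and rno-miR-145-5p 0.27. Reversed there were rno-miR-15a-5p (-0.34), rno-miR-190a-3p (-0.73), rno-miR-190a-5p (-0.29), rno-miR-3068-3p (-0.0100), rno-miR-3084a-3p (-0.0076), rno-miR-352 (-0.22), rno-miR-374-5p (-0.12), rno-miR-3588 (0.050) and rno-miR-30c-1-3p (0.16). As a random block the slide (correlation 0.093) gave 0, 0 and 2, rno-miR-126a-5p 1.05 and rno-miR-145-5p 0.78. The replicate number as a block gave 0, 0 and 6, with 1.14 and 0.85 not called. Arrays of the same number correlated between groups at -0.55 to 0.61, so that the numbers do not pair the samples. The correlation of rno-miR-374-5p with temperature was -0.035 with the slide as a block and -0.22 within slide 1.

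Leaving out 1 array gave 0 to 28 higher, 0 to 11 lower, 0 to 53 between severe and mild hypothermia, 0 to 26 between severe and moderate hypothermia, and doubled 0 to 2 and 0 to 2. Without any 1 control array, mild 1, mild 3, severe 1 or severe 3 there were 0 higher, and without severe 2 there was 1. There were 12 higher and 11 lower without mild 2, 15 and 2 without moderate 2, and 28 and 8 without moderate 3. Between severe and mild hypothermia there were 11, 6 and 5 without control 1, 2 and 3, 7, 0 and 1 without mild 1, 2 and 3, 53 without moderate 3 and 0, 4 and 0 without severe 1, 2 and 3. The difference of rno-miR-126a-5p ranged from 1.00 to 1.25 and that of rno-miR-145-5p from 0.80 to 0.88, each called in 4 of 12. That of rno-miR-190a-5p ranged from 1.64 to 1.84, called without moderate 2 or 3, that of rno-miR-374-5p from 0.52 to 0.83, called without moderate 3, and that of rno-miR-30c-1-3p from -0.61 to -0.27. The correlation of rno-miR-374-5p with temperature ranged from -0.79 to -0.67.

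Apart from leaving out arrays, the unadjusted p and the q-values, the adjusted p by limma over 20 alternatives ran from 0.0036 to 1 for rno-miR-126a-5p (called in 16), 0.0022 to 1 for rno-miR-145-5p (15) and 3.1e-04 to 1 for rno-miR-190a-5p (10), and over 19 from 0.0085 to 1 for rno-miR-374-5p (4). Named miRNAs that were well above background on no array were not followed over the settings. The numbers less than halved against every group, over all miRNAs and in Supplementary Table 1, were 0 in these settings. By the fold alone on the deposited values, a combination chosen after seeing the values, they were 6 and 6. Signal over background limits the lowest miRNAs, since 476 of 758 were detected on no array and rno-miR-30c-1-3p lay near the floor.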

Differences from the paper's values

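The paper's folds and counts are set against those of the arrays as scaled here. Except where stated, the settings were set before the data were examined. A fold of Table 1 is taken as near the paper's where neither value is more than 1.5 times the other, which does not mean that it reaches it.

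For rno-miR-190a-5p the paper gives 5.4-fold and the value here is 3.31-fold, and for rno-miR-190a-3p the paper gives 2.7 and the value here is 1.68. For rno-miR-450b-5p the paper gives 4.4 and the value here is 2.61. These 3 came near the paper's with the scanner's total signal, no scaling, GeneSpring-like steps and the deposited values, and did not in the other settings set beforehand. In that order of settings, rno-miR-190a-5p was at 4.30, 4.06, 4.09 and 5.40, rno-miR-190a-3p at 2.19, 2.06, 2.08 and 2.75, and rno-miR-450b-5p at 3.52, 3.20, 3.34 and 4.41. For rno-miR-29a-5p the paper gives 2.5 and the value here is 1.63, which came near it in the same 4 settings (1.99, 2.01, 1.89 and 2.50) and without control 3 (1.69). For rno-miR-376b-5p the paper gives 2.1 and the value here is 1.31, which did so in those 4 (1.69, 1.60, 1.60 and 2.12) and without severe 3 (1.48). For rno-miR-379-3p the paper gives 2.6 and the value here is 1.64, which did so with no scaling (1.78), GeneSpring-like steps (1.93), the deposited values (2.55) and without control 3 (1.97), but not in the others. Among these settings, the deposited values alone gave the paper's folds at 1 decimal.

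For the decrease of rno-miR-30c-1-3p the paper gives 2.9 and the value here is 1.31, with 1 of 3 severe arrays at the floor. For rno-miR-3588 the paper gives 5.0 and the value here is 1.67, with 2 of 3 severe arrays at the floor. The floor limits both values, which were 1.74 and 2.63 with a floor 4 times lower. Both reached the paper's with the deposited values (2.94 and 5.00) and in none of the other settings set beforehand.

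The paper counts 17 miRNAs more than doubled over all other groups, and the number here is 0 (2 at an unadjusted p under 0.05 by limma, and 2 by the fold alone). It counts 8 at less than 0.5 times all other groups, and the number here is 0, also at an unadjusted p. None of the settings set beforehand gave a count within 1.5 times the paper's. By the fold alone on the deposited values over all 758 miRNAs, chosen after seeing the values, 6 were less than halved against every group, which drops 2 of the paper's 8, and 31 were more than doubled, with 4 of the paper's 17 among them.

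The paper has all miRNAs of Table 1 doubled over each of the other groups. Over the 17, all rose against control, 5 passed 2-fold against control, 5 against mild, 2 against moderate and 2 against all 3. The paper has rno-miR-374-5p and rno-miR-190a-5p among the changed miRNAs, and here they had an adjusted p against control of 0.090 and 0.058 by limma. Both were called with no scaling, the deposited values, Storey q-values, only the 2 groups compared, an unadjusted p and without moderate 3. The scanner's total signal with only the 2 groups compared, chosen after seeing the values, also called both. The first was called in no other setting, and rno-miR-190a-5p was also called with the percentile over all miRNAs, GeneSpring-like steps, quantile normalization, outlier spots kept, the scanner's own detection call, the scanner's total signal and without moderate 2. Of the 17 miRNAs of Table 1, 4 were called against control here. No scaling and the deposited values called 17, Storey q-values 15, an unadjusted p 15, only the 2 groups compared 14, without moderate 3 14, GeneSpring-like steps 11, the scanner's total signal 10, without moderate 2 10, the percentile over all miRNAs 9, quantile normalization 9, outlier spots kept 8, without mild 2 8, the scanner's own detection call 7 and without moderate 1 5. The slide as a fixed or random block, the replicate block and testing all 758 miRNAs called 0 by limma, as did leaving out any 1 control array, any 1 severe array, mild 1 or mild 3. Normexp called 1, a variance trend 3, and the 90th percentile, averaging log2 probe values, a lower floor and testing the 228 miRNAs detected on all arrays 4 each. The scanner's total signal with only the 2 groups compared, chosen after seeing the values, called 17 and dropped 0. On the deposited values against control alone, without a test, all 17 were more than doubled, among 69 miRNAs, and the 8 of Supplementary Table 1 were those at less than 0.5 times control, a setting chosen after seeing the values that drops 0 of the paper's miRNAs.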

Other observations

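The tests of the position of moderate 3, of a swap and of a wrong label, the exchange of arrays, the correlation with temperature without moderate 3, and the filters on the deposited values were chosen after the results were seen.

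Other divisions of the arrays were counted for each comparison. For severe hypothermia against control, the real split was the only 1 of 10 with as many miRNAs higher, the only 1 of 10 with as many lower, and against mild hypothermia the only 1 of 10 with as many changed. Chance cannot be excluded, as 10 splits cannot give a share under 0.1. For severe against moderate hypothermia, moderate hypothermia against control and mild hypothermia against control, with 0 called by limma and 27, 15 and 5 at an unadjusted p under 0.05, all 10 of 10 splits gave as many. For the numbers doubled or halved over every group, in all miRNAs and in the 2 lists, 100 of 100 regroupings gave as many, since each number was 0.

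Moderate 3 lay away from moderate 1 and 2. Arrays were placed by their deviation from the control arrays along the axis from mild to severe hypothermia, over 258 miRNAs. Mild arrays were placed against each other along the axis from control to severe hypothermia. No array entered its own axis or reference, so that the positions share a scale only roughly. Moderate 3 stood at 0.62, beyond the 8 arrays of slide 1 (-0.33 to 0.45) and within the severe arrays (0.56 to 0.87). The slide may explain this position. The lowest severe array stood at 0.56, so that no severe array lay among those of slide 1, but a swap within slide 2 leaves both arrays on that slide and cannot be told apart from it. A single wrong label or a rat unlike the others also stays open, as the ratio of dmr_3 on moderate 3, at 0.791, is that of its slide and says nothing about the rat. A biological range within moderate hypothermia was not tested.

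When moderate 3 exchanged its label with severe 2, 14 miRNAs were higher and 0 lower than in control, 29 changed between severe and mild hypothermia and 2 between severe and moderate. With severe 1 or severe 3 exchanged, 0 were higher. Among the 254 tested miRNAs above the floor on all 3 moderate arrays, the largest differences of moderate 3 from the mean of moderate 1 and 2 were 2.02 for rno-miR-190a-5p, 1.48 for rno-miR-190a-3p and 1.20 for rno-miR-15a-5p, and -1.40 for rno-miR-672-5p, -1.33 for rno-miR-32-3p and -0.78 for rno-miR-466d. For rno-miR-3588, which is outside this set because moderate 3 lay at the floor, the difference was -0.79.

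Of the other arms of the 4 miRNAs' hairpins, rno-miR-126a-3p differed between severe hypothermia and control by 0.34 (adjusted p = 0.31 by limma), rno-miR-190a-3p by 0.75 (adjusted p = 0.19), and the other arms of rno-miR-145-5p and rno-miR-374-5p were at the floor on all arrays. A change of each hairpin as a whole was argued against, as the 2 arms correlated across 42 hairpins at a Spearman rho of 0.17. The rho was 0.58 for mild hypothermia and 0.45 with the slide as a block, so that the slide stays open as a reason for the low value.

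The correlation of rno-miR-374-5p with the body temperature of the labels was -0.726 (permutation p = 0.0084) over the 12 arrays and -0.648 by ranks (permutation p = 0.029). Within the 8 arrays of slide 1 it was -0.22 (permutation p = 0.64), and with the slide as a block -0.035 (permutation p = 0.94). After normexp correction it was 0.57. The 50 units which that setting adds to each probe exceed the signal of this miRNA, so that 0.57 decides nothing. Without moderate 3 the correlation was stronger, at -0.788 (permutation p = 0.0041). Severe hypothermia lay on slide 2 alone, control and mild hypothermia on slide 1 alone, and moderate hypothermia on both.

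The miRNAs of the run of neighbouring genes that holds Mir379 (assembly GRCr8) were tested for raised transcription of the cluster. Of 26 tested, from 42 genes in the run, 11 rose and 15 fell, with a median of -0.10, at percentile 26.9 of random sets of the same size, which argues against a rise of the cluster. With the slide as a block the percentile was 98.4, so that the slide keeps the question open.

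The deposited values, which are not scaled between arrays, gave all 17 of 17 folds of Table 1 and all 8 of 8 of Supplementary Table 1 at 1 decimal, as the ratio of the geometric means of severe hypothermia and control. This is the setting under which the values match, and not a statement of the paper's method. On these values 17 of Table 1 were over 2-fold against control, 15 against mild and 4 against moderate hypothermia, and 4 against all 3. Without a test, 69 of 758 miRNAs were more than 2-fold higher than in control, and 8 were at less than 0.5 times it, which are the 8 of Supplementary Table 1. Of these 8, 6 were less than halved against all 3 groups, and 1 to 3 of their severe arrays were at the value of undetected miRNAs, 0.1. Among 250 miRNAs that the scanner called on all arrays, 19 were both more than 2-fold higher and at an adjusted p under 0.05 by limma, with all 17 of Table 1 among them. When all 758 miRNAs were tested, 0 were at such an adjusted p by limma and more than 2-fold higher, and 32 were at an unadjusted p under 0.05, with all 17 among them.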
